# Gefitinib and Luteolin Cause Growth Arrest of Human Prostate Cancer PC-3 Cells via Inhibition of Cyclin G-Associated Kinase and Induction of miR-630

**DOI:** 10.1371/journal.pone.0100124

**Published:** 2014-06-27

**Authors:** Minami A. Sakurai, Yuki Ozaki, Daisuke Okuzaki, Yoko Naito, Towa Sasakura, Ayumi Okamoto, Hiroe Tabara, Takao Inoue, Man Hagiyama, Akihiko Ito, Norikazu Yabuta, Hiroshi Nojima

## Abstract

Cyclin G-associated kinase (GAK), a key player in clathrin-mediated membrane trafficking, is overexpressed in various cancer cells. Here, we report that GAK expression is positively correlated with the Gleason score in surgical specimens from prostate cancer patients. Embryonic fibroblasts from knockout mice expressing a kinase-dead (KD) form of GAK showed constitutive hyper-phosphorylation of the epidermal growth factor receptor (EGFR). In addition to the well-known EGFR inhibitors gefitinib and erlotinib, the dietary flavonoid luteolin was a potent inhibitor of the Ser/Thr kinase activity of GAK *in vitro*. Co-administration of luteolin and gefitinib to PC-3 cells had a greater effect on cell viability than administration of either compound alone; this decrease in viability was associated with drastic down-regulation of GAK protein expression. A comprehensive microRNA array analysis revealed increased expression of miR-630 and miR-5703 following treatment of PC-3 cells with luteolin and/or gefitinib, and exogenous overexpression of miR-630 caused growth arrest of these cells. GAK appears to be essential for cell death because co-administration of gefitinib and luteolin to EGFR-deficient U2OS osteosarcoma cells also had a greater effect on cell viability than administration of either compound alone. Taken together, these findings suggest that GAK may be a new therapeutic target for prostate cancer and osteosarcoma.

## Introduction

Prostate cancer is one of the most frequently diagnosed cancers and is the leading cause of male cancer deaths worldwide [1]. Because it is driven primarily by androgen receptor (AR) signaling, advanced prostate cancer is typically treated by androgen deprivation therapy, in which surgical or medical castration is performed to block active AR signaling either by eliminating the ligand or affecting the receptor directly [2]. Although effective, androgen ablation controls metastatic prostate cancer for only a few years and almost all patients develop progressive hormone-refractory prostate cancer (HRPC). Androgen deprivation therapy is not curative for these patients even when paired with more effective therapies that target the central synthesis of testosterone, such as the CYP17A1 inhibitor abiraterone and the AR antagonist MDV3100 [3], [4]. Identification of a new target that controls AR signaling indirectly, or even a target that is unrelated to AR signaling, may be useful for developing new therapeutic approaches to HRPC.

The ubiquitously expressed cyclin G-associated kinase (GAK) regulates clathrin-mediated membrane trafficking by acting as an essential cofactor for Hsc70-dependent uncoating of clathrin-coated vesicles in the cytoplasm [5], [6]. GAK is also localized to the nucleus [7], where it acts as a transcriptional coactivator of ARs. Notably, GAK expression is increased significantly in HRPC cells [8]. Moreover, GAK plays a role in the maintenance of proper centrosome maturation and mitotic chromosome congression, and siRNA-mediated knockdown of GAK activates the spindle-assembly checkpoint, which senses protruded, misaligned, or abnormally condensed chromosomes, leading to cell cycle arrest at metaphase [9]. GAK is essential for cell growth since GAK knockout (GAK^−/−^) mice are embryonic lethal [10] and mouse embryonic fibroblast (MEF) derived from GAK^−/−^ mice fail to divide and ultimately become senescent [11] due to disruption of clathrin-mediated endocytosis. However, we previously showed that knockout mice expressing the kinase-dead form of GAK (GAK-kd) were not embryonic lethal and GAK-kd MEFs grew normally [12], suggesting that loss of GAK kinase activity may not be lethal in normal cells that express the proper amount of GAK. This evidence suggests that an inhibitor of GAK kinase activity could be used to develop a novel molecular-target therapy that selectively inhibits the growth of HRPC cells with enhanced GAK expression by controlling AR signaling indirectly.

Gefitinib [13], a tyrosine kinase inhibitor selective for the epidermal growth factor receptor (EGFR), also inhibits the kinase activity of GAK [14]. Although EGFR [15] and GAK [8] are expressed at high levels in prostate cancer and their enhanced expression is associated with poor prognosis [8], [15], administration of gefitinib alone is ineffective [16] and combined administrations of gefitinib and radiation therapy [17] or docetaxel [18] have limited therapeutic effects. Luteolin, a common dietary flavonoid found in a large variety of plants and foods [19], is another antagonist of EGFR-associated tyrosine protein kinases. Similar to gefitinib, luteolin causes growth arrest of PC-3 human prostate cancer cells via regulation of cell cycle regulatory genes [20]. Luteolin also inhibits DNA topoisomerases, the clinical targets of anticancer drugs [21]. Therefore, luteolin may be useful as an anticancer drug, although its *bona fide* target(s) and the molecular mechanisms involved in inhibition of cancer cell proliferation remain elusive due to its wide spectrum of pharmacological properties.

The aim of this study was to identify a new factor that controls AR signaling indirectly in HRPC patients, and to examine whether GAK could be targeted for the therapy of not only HRPC but also other cancers with enhanced GAK expression. Indeed, we here report that an increase in the expression of GAK in HRPC patients positively correlates with the Gleason score, a measure of the severity of the disease. Both GAK and AR localized to the nuclei of cancer cells in GAK-positive surgical specimens. An *in vitro* kinase assay revealed that luteolin and gefitinib inhibit the kinase activity of GAK with similar potency, suggesting their usefulness as inhibitors of GAK's kinase activity. Compared with the effects of either drug alone, co-administration of luteolin and gefitinib to PC-3 cells had a greater inhibitory effect on cell viability. These compounds also had a cumulative inhibitory effect on GAK protein expression that was independent of proteasome-mediated degradation. Taken together, the results presented here suggest that GAK, which is overexpressed in many cancer cells, is a novel candidate for promising targeted chemotherapy.

## Materials and Methods

### Antibodies and siRNAs

Antibodies against the following proteins were used in this study: AR (Santa Cruz Biotechnology), active caspase 3 (Cell Signaling Technology), Ki67 (DakoCytomation), Lefty (Abcam), lamin A/C (Bethyl Laboratories), EGFR (rabbit; Cell Signaling Technology), EGFR (mouse; Millipore), ERK1/2 (Cell Signaling Technology), pERK (Cell Signaling Technology), GAPDH (Fitzgerald), and α-tubulin (Sigma-Aldrich). The anti-GAK monoclonal antibodies were prepared as reported previously [7]. The Lefty1-specific siRNAs were purchased from OriGene Technologies and Gene Design.

### Chemicals and dietary supplements

The following chemicals and dietary supplements were used in this study: gefitinib (Tocris Bioscience), erlotinib (Kemprotec), SB203580 (LC Laboratories), LutiMax (CalComp Nutrition), Oryza luteolin (Oryza Oil & Fat Chemical), luteolin (Sigma-Aldrich), resveratrol (Sigma-Aldrich), and DMSO (Sigma-Aldrich).

### Cell culture

The PC-3 cells were provided by the Japanese Cancer Research Resources Bank. All other human cancer cells were purchased from the American Type Culture Collection. The cells were maintained in 5% CO_2_ at 37°C in Dulbecco's modified Eagle's medium supplemented with 10% fetal bovine serum (FBS, Hyclone Laboratories), 100 U/ml penicillin, and 100 µg/ml streptomycin. WT (GAK-kd^+/+^) and GAK-kd^−/−^ MEFs were maintained in MEF medium (Dulbecco's modified Eagle's medium supplemented with 10% FBS, penicillin, streptomycin, and 50 mM 2-mercaptoethanol) as described previously [22].

### EGF stimulation

After two washes in phosphate-buffered saline (PBS), MEFs were cultured in low-serum MEF medium (containing 0.5% FBS) for 12 h. Mouse EGF (Sigma) was added to the culture medium at a final concentration of 10 ng/ml (for western blot analysis) or 100 ng/ml (for immunofluorescence), and the cells were then incubated in 5% CO_2_ at 37°C for the indicated times.

### FACS analysis

Cells were stained using the Cycletest Plus DNA Reagent Kit (BD Bioscience), according to the manufacturer's instructions. Analysis was performed using a FACS Calibur instrument with CellQuest software (BD Bioscience).

### Growth curve analysis

Approximately 1.0×10^3^ PC-3 cells were seeded into a 3.5 cm Petri dish and incubated at 37°C overnight. Gefitinib, luteolin, and resveratrol were then dissolved in DMSO and added to the culture medium at time zero.

### Cell viability measurement using miR-630

Expression of miR-630 from the miRNASelect pEP-hsa-mir-630 expression vector was performed according to the manufacturer's instructions (Cell Biolabs). To determine viability, the cells were plated into 6-well plates at a density of 1×10^5^ cells per well and then trypsinized at the indicated time-points. The numbers of proliferating cell were determined using a Countess Automated Cell Counter (Invitrogen).

### Histological analysis

Surgical specimens from patients undergoing radical prostatectomy were fixed in 10% buffered formalin, embedded in paraffin, and then cut into 4 µm thick serial sections. The first sections were stained with hematoxylin and eosin and used for pathological diagnosis of the inflamed region. The remaining three sections were subjected to immunohistochemical analyses, as described previously [23]. Briefly, deparaffinized sections were autoclaved in 0.1 M citrate buffer, blocked with bovine serum albumin, and then incubated with primary antibodies in PBS containing 2% bovine serum albumin. Secondary antibody incubations and signal enhancement reactions were performed using the Histofine Simple Stain kit (Nichirei) and the color was developed using aminoethlcarbazole (Impact AEC; Vector Laboratories). The sections were counterstained with hematoxylin for nuclear visualization and then mounted using Ultramount Aqueous Permanent Mounting Medium (Dako). Images were recorded using a microscope (BX51; Olympus) equipped with a CCD camera (DP72; Olympus).

### Western blot analysis

To prepare whole cell lysates, the cells were lysed at 4°C for 30 min in modified RIPA buffer (10 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% NP-40, 1 mM dithiothreitol, 0.1% SDS, and 0.1% deoxycholate) supplemented with 1% protease inhibitor cocktail (Sigma-Aldrich), 1 mM NaF, 1 mM Na_3_VO_4_, and 10 mM β-glycerophosphate. After centrifugation, the cleared lysates were subjected to SDS-PAGE. The resolved proteins were transferred to PVDF membranes, which were blocked and then immunoblotted with the indicated antibodies in Tris-buffered saline and Tween 20 containing 5% nonfat milk. The immunoreactive protein bands were visualized using Western Lightning Plus ECL reagents (PerkinElmer).

### Purification of recombinant proteins

Purification of GST-tagged proteins for kinase assays was performed as described previously [22]. Briefly, *E. coli* BL21 cells transformed with the pGEX plasmid were incubated in Luria-Bertani broth at 37°C until they reached an absorbance of 0.4–0.8 at 600 nm. Expression of each recombinant protein was induced by overnight exposure of the cells to 0.5 mM IPTG at 20°C. The cells were then collected and lysed by sonicating in PBS containing 1% Triton X-100, 1 µg/ml leupeptin, 1 µg/ml aprotinin, 1 µg/ml pepstatin A, 1 mM benzamidine, 100 µg/ml phenylmethylsulfonyl fluoride, 1 mM NaF, and 1 mM Na_3_VO_4_. After centrifugation, the cleared lysate was adsorbed to Glutathione Sepharose 4B (Amersham Pharmacia Biotech), rinsed with PBS, and then eluted with a buffer containing 10 mM reduced glutathione (Nacalai Tesque).

### *In vitro* kinase assay of GAK

*In vitro* kinase assays were performed using GST-tagged human AR (∼150 µg/ml) as the test sample and purified GST-tagged human GAK (∼100 µg/ml) as the test kinase. A purified fragment of the B′γ3 subtype of mouse PP2A (B′γ; ∼10 µg/ml) was used as a positive control GAK substrate, as described previously [22]. Aurora A kinase (∼50 µg/ml) and Lats1/2 kinase (∼25 µg/ml; in the presence or absence of Mob1A (∼50 µg/ml) as its activator) were used as positive control enzymes, and a kinase-dead (KD) form of Aurora A kinase (∼50 µg/ml) was used as a negative control for phosphorylation of the AR. The kinases and substrate proteins were incubated for 30 min at 30°C in 10 µl reaction buffer (10 mM HEPES pH 7.5, 50 mM NaCl, 10 mM MgCl_2_, 5 mM MnCl_2_, 1 mM DTT, 5 mM NaF, and 50 mM β-glycerophosphate) containing 5 µM ATP and 10 µCi [γ-^32^P] ATP (PerkinElmer). Where required, gefitinib, erlotinib, SB203580, resveratrol, and luteolin were included at the indicated concentrations. The reaction was stopped by the addition of 4× Laemmli buffer (0.4 M Tris-Cl pH 6.8, 8% SDS, 20% glycerol, 10% 2-mercaptoethanol, and 0.2% bromophenol blue). The samples were resolved by gradient SDS-PAGE using a Multigel II Mini apparatus (Daiichi Pure Chemicals) and were detected by autoradiography. The amounts of proteins loaded onto the gel were monitored by staining with Coomassie Brilliant Blue (Bio-Rad) or SimplyBlue™ SafeStain (Life Technologies).

### Human genome microarray analysis

Microarray analyses were performed as single-color hybridizations using Agilent Whole Human Genome Oligonucleotide Microarrays (4×44K; Product code: 4112F). Total RNA was extracted from PC-3 cells 24 h after treatment with DMSO, 60 µM luteolin, 60 µM gefitinib, or 60 µM luteolin plus 60 µM gefitinib using an miRNeasy Mini kit according to the manufacturer's instructions (Qiagen). The quality of the RNA was determined using the RNA 6000 Nano LabChip Kit on the Agilent 2100 Bioanalyzer (Agilent Technologies). The RNA was reverse-transcribed using AffinityScript reverse transcriptase (Agilent Technologies) and oligo-dT primers containing the T7 RNA polymerase promoter sequence. *In vitro* transcription was then performed using T7 RNA polymerase and a Low input Quick-Amp Labeling Kit (Agilent Technologies) to label the cRNAs with Cy3-CTP (Amersham Pharmacia Biotech, Piscataway, NJ). Purified Cy3-labeled cRNAs (1650 ng) were hybridized to the microarrays. Washing, scanning, and gene analyses were performed according to the manufacturer's protocol (Agilent Technologies). Agilent Feature Extraction software (v. 10.5.1) was used to assess spot quality and extract feature intensity statistics. The Subio Platform and Subio Basic Plug-in (v1.15; Subio Inc.) were then used to calculate between-sample fold-changes, which were analyzed by one-sample Student's *t*-tests. The microarray data have been deposited in the Gene Expression Omnibus database (www.ncbi.nlm.nih.gov/geo) under accession number GSE53180.

### Human miRNA microarray analysis

The miRNA microarray analysis was performed using Agilent SurePrint Human v18.0 miRNA arrays, which contain 20–40 features targeting 1919 human miRNAs cataloged in version 8.0 of the Sanger database (design ID 025416). Aliquots of total RNA (100 ng) were used to prepare miRNA probes, according to the Agilent protocol (v. 2.4). Briefly, total RNA was dephosphorylated with calf intestine alkaline phosphatase, denatured with DMSO, and then labeled with Cyanine 3-pCp using T4 RNA ligase and the miRNA Labeling Kit. The probes were hybridized to the arrays for 20 h at 55°C with rotation using the Agilent miRNA Hybridization Kit. Duplicate microarrays were performed for PC-3 cells treated with DMSO, luteolin, gefitinib, or luteolin and gefitinib. The slides were washed with Gene Expression Wash Buffer 1 (Agilent) at room temperature for 5 min and then with Gene Expression Wash Buffer 2 (Agilent) at 37°C for a further 5 min. After hybridization and washing, the slides were scanned using an Agilent scanner (G2505C). Images were extracted using Agilent Feature Extraction software (v. 10.7.3) and Agilent GeneSpring GX software (v. 12.6). The total gene signal from GeneView data files (extracted with default settings in Agilent Feature Extraction software) was used. Differences in miRNA expression levels were normalized using the PC-3 treated DMSO sample as a control. aFold-changes greater than 2.0 and *P*-values less than 0.05 (Student's *t*-test) were considered for further analysis. The miRNA microarray data have been deposited in the Gene Expression Omnibus database under accession number GSE53178.

### Quantitative real-time PCR

Quantitative RT-PCR analyses were performed using an ABI PRISM 7900 instrument (PE Applied Biosystems) and Assay-on-Demand TaqMan probes for Lefty1 (Hs00764128_s1), miR-630 (hsa-mir-630), and miR-5703 (hsa-mir-5703), according to the manufacturer's protocols (Agilent Technologies).

### Statistical analysis

Error bars for all data represent SDs from the mean. *P*-values were calculated using Student's *t*-tests, unless otherwise stated.

### Ethics

Human samples were collected by biopsy from the prostates of cancer patients with relevant clinical data at the Kinki University Hospital. All experiments using human samples were approved by the ethics committee of Osaka University (Approval #326) and Kinki University (Approval #23-088); our ethics committee waived the need for consent. Surgical specimens from patients undergoing radical prostatectomy at Kinki University Hospital (Osaka, Japan) were fixed in 10% buffered formalin, embedded in paraffin, and then cut into 4 µm thick serial sections.

## Results

### GAK is localized mainly to the nucleus in cancer cells

Although GAK localizes mainly to the cytoplasm in normal cells such as TIG-1, we recently reported that a fraction of the protein is also found in the nucleus [7]. Notably, a previous study using a neo-adjuvant hormone therapy tissue microarray demonstrated that GAK expression increases significantly during the progression of prostate cancer to androgen independence [8]. To determine if GAK expression is augmented in the nuclei of cancer cells, immunoblots were used to measure GAK protein levels in cytoplasmic and nuclear fractions of various cancer cell lines. In hormone-insensitive human prostate cancer cells (PC-3), GAK was expressed at a higher level in the nucleus than in the cytoplasm; this result was confirmed using two different monoclonal antibodies (lanes 3 and 4 in Fig. 1). Although the amount of GAK was low, the nuclei of hormone-sensitive human prostate cancer cells (LNCaP) also expressed GAK (lane 6 in Fig. 1). Moreover, the nuclear GAK band migrated faster than the cytoplasmic GAK band, suggesting distinct modifications of the protein in these cellular compartments. Similar results were also observed for MDA-MB231 and MCF-7 breast cancer cells, as well as HeLaS3 cervical cancer cells (Fig. 1). By contrast, GAK was present at higher levels in the cytoplasmic fraction than the nuclear fraction of TIG-1 normal fibroblasts (Fig. 1). Notably, hormone-insensitive cancer cells (PC-3 and MDA-MB231) expressed GAK at higher levels than hormone-sensitive cancer cells (LNCaP and MCF-7). Taken together, these results indicate that GAK is modified and overexpressed in cancer cells, especially metastatic cells.

**Figure 1:**
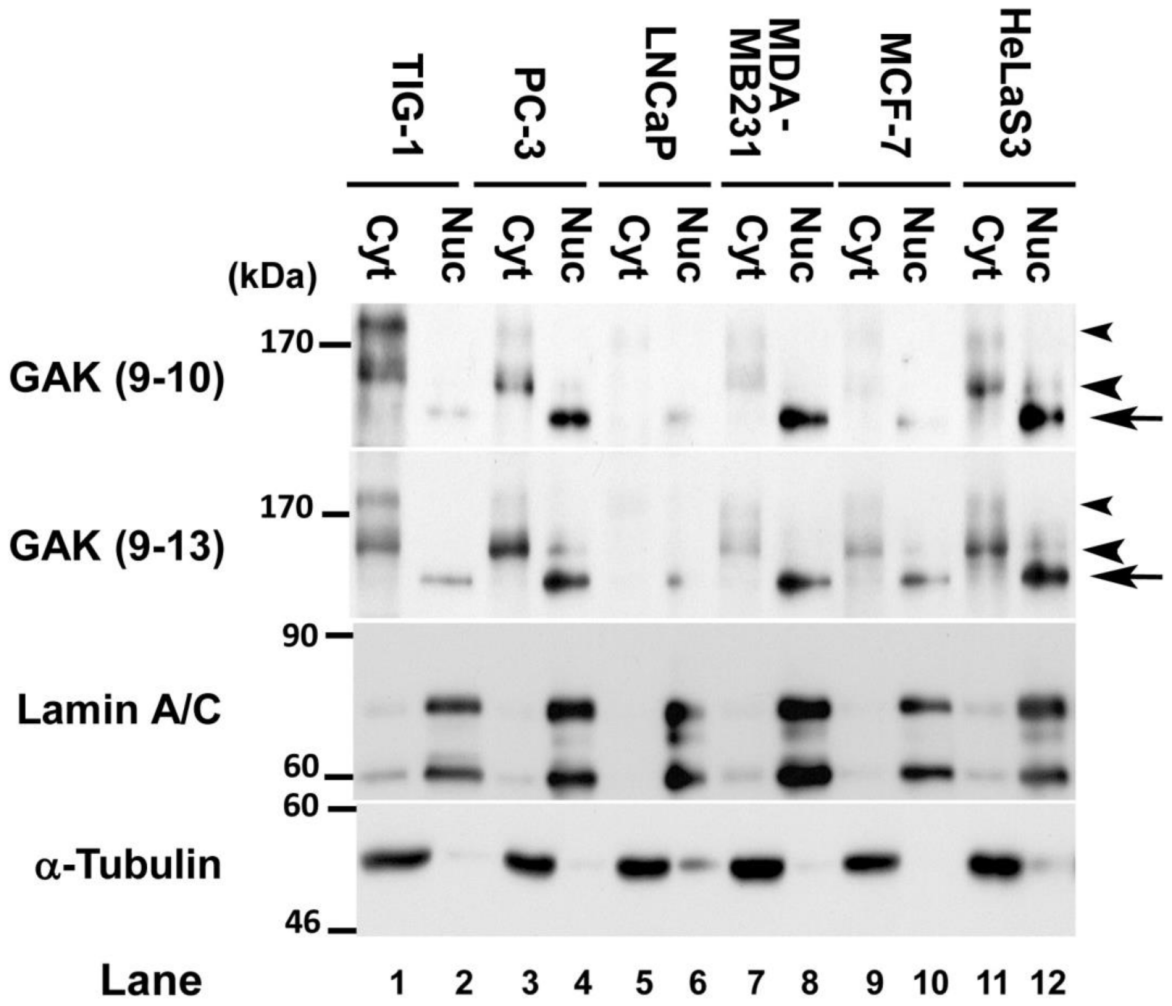
GAK is overexpressed in the nuclei of cancer cells. Western blot analysis of GAK, lamin A/C, and α-tubulin (control) in cytoplasmic (Cyt) and nuclear (Nuc) extracts from prostate cancer (PC-3 and LNCaP), breast cancer (MDA-MB231 and MCF-7) and cervical cancer (HeLaS3) cell lines. Lamin A/C was used as a nuclear marker. Two different anti-GAK antibodies were used. The arrows and arrowheads indicate the GAK bands identified primarily in the nuclear and cytoplasmic fractions, respectively.

### Nuclear GAK is expressed at high levels in surgical specimens from prostate cancer patients

To determine if nuclear overexpression of GAK occurs *in vivo*, immunohistochemical analyses of normal and cancerous surgical specimens from 42 prostate cancer patients were performed. Although GAK was only expressed weakly in the normal tissues, the protein was expressed at high levels in the nuclei of cancerous cells (Fig. 2A–E). A chi-squared test revealed a statistically significant positive correlation between GAK immunostaining and the Gleason score (Table 1 and Table S1).

**Figure 2:**
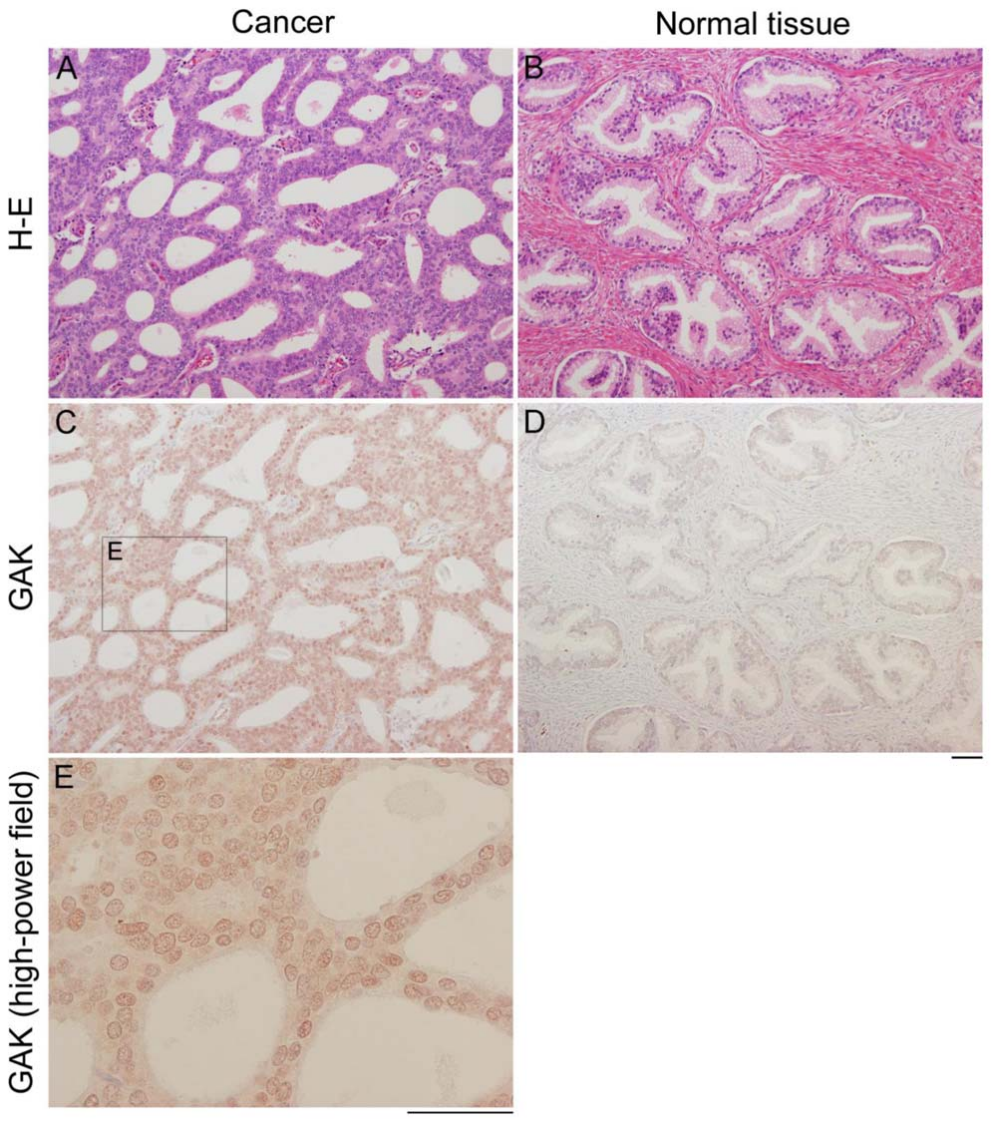
GAK is overexpressed in radical prostatectomy specimens from prostate cancer patients. A–D, hematoxylin and eosin (H-E) staining (A, B) and anti-GAK immunostaining (C, D) of representative radical prostatectomy sections of cancerous (A, C) and normal (B, D) tissues from prostate cancer patients (n = 42). Scale bar = 50 µm. E, higher power magnification of the boxed area shown in C. Scale bar = 50 µm.

**Table 1:** Statistical analysis of the relationship between the Gleason score and GAK immunostaining in the prostatectomy specimens.

Gleason	Immunostaining of GAK		Total
Score	Positive (%)	Negative (%)	
≦7	4 (12.1)	29 (87.9)	33
8 ≦	5 (55.6)	4 (44.4)	9
Total	9	33	42

*P*<0.01.

Over-activation of AR signaling is associated with progression of androgen-dependent prostate-cancers. Because GAK interacts with the AR *in vitro* [8], immunostaining was used to determine if GAK also colocalizes with the AR *in vivo*. Nuclear localization of GAK and the AR was detected in the nuclei of cancer cells from all GAK-positive surgical specimens (n = 4 patients with a Gleason score ≤7 and n = 5 patients with a Gleason score ≥8) (Fig. S1). However, despite their nuclear localization, direct phosphorylation of the AR by GAK was not detected by an *in vitro* kinase assay (Fig. S1E). Moreover, in three independent patient samples, GAK and the AR did not colocalize with Ki-67, a cancer antigen that is found primarily in growing cells and is absent in resting cells (Fig. S2). This finding suggests that colocalization of GAK and the AR does not necessarily correlate with the growth of cancer cells.

### Cytoplasmic GAK regulates EGFR-mediated signaling pathways

Down-regulation of GAK reduces the tyrosine kinase activity of the EGFR and alters its downstream signaling pathways [5]. To determine if this regulation is mediated by the Ser/Thr kinase activity of GAK, we investigated the behavior of the EGFR in GAK-kd MEFs [12]. An immunoblot analysis of wild-type (WT) and GAK-kd MEFs revealed the presence of two EGFR proteins in both samples, the larger of which was predominant in GAK-kd MEFs (Fig. 3A). The larger band disappeared after treatment of the cells with λ-phosphatase (Fig. 3B, lane 2), suggesting that it represented a phosphorylated form of the EGFR. The Tyr-phosphatase inhibitor Na_3_VO_4_, but not the Ser/Thr phosphatase inhibitors NaF, β-glycerophosphate, and okadaic acid, abolished this effect of λ-phosphatase, suggesting that Tyr residues in the EGFR are constitutively phosphorylated in GAK-kd MEFs in the absence of EGF stimulus (Fig. 3B). Similarly, when the MEFs were serum starved for 11 h, treated with cycloheximide for 1 h to inhibit novel protein synthesis, and then stimulated by the addition of EGF, phosphorylation of the EGFR was more prominent in GAK-kd MEFs than WT MEFs (Fig. 3C and 3D). Notably, an even larger EGFR protein was detected in both WT and GAK-kd MEFs 10 min after EGF stimulation (Fig. 3C and 3D), suggesting that EGF increased the number of phosphorylated Tyr residues in the EGFR. This hyper-phosphorylation accelerated the dephosphorylation of phosphorylated extracellular signal-regulated kinases 1/2 (pERK1/2) (Fig. 3C), which are downstream effectors of the EGFR, suggesting premature diminution of EGFR signaling.

**Figure 3:**
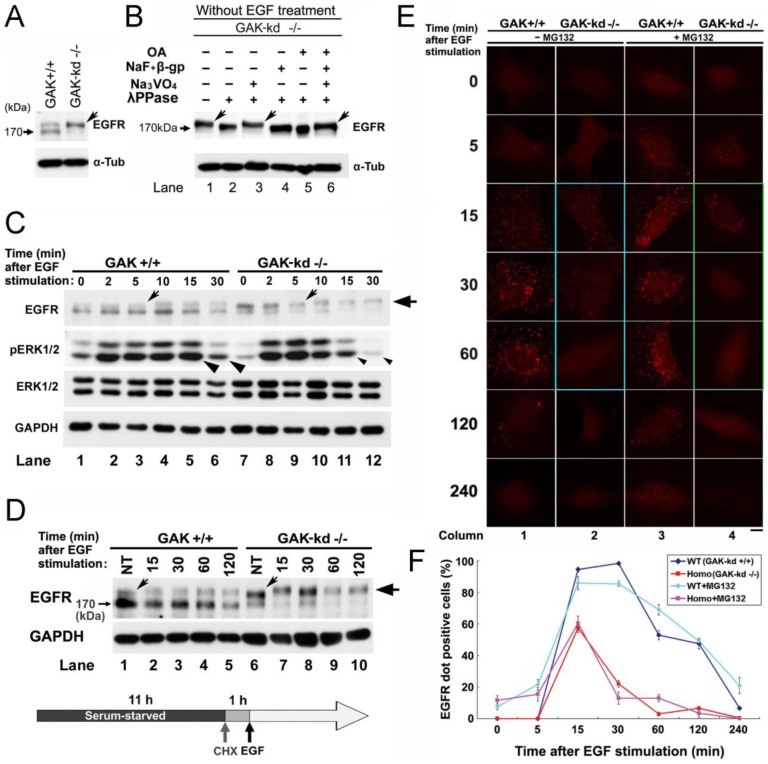
Loss of GAK activity leads to constitutive hyper-phosphorylation of the EGFR. A, western blot analysis of EGFR expression in WT (GAK-kd^+/+^) and mutant (GAK-kd^−/−^) MEFs. B, the effects of a Tyr-phosphatase inhibitor (50 mM Na_3_VO_4_) and Ser/Thr phosphatase inhibitors (50 mM NaF and 50 mM β-glycerophosphate, or 2.5 µM okadaic acid) on the inhibition of EGFR phosphorylation by λ-phosphatase (λPPase; 200 U). A, B, the arrows indicate the phosphorylated EGFR protein. Alpha-tubulin (α-Tub) was used as a loading control. (C, D) Western blot analysis of expression levels of the EGFR and ERK1/2 in WT (+/+) and GAK-kd (−/−) MEFs following EGF stimulation for the indicated times. Cycloheximide (50 µg/ml) was added to the culture medium 1 h prior to EGF (10 µg/ml) to inhibit novel protein synthesis. The tilted and horizontal arrows indicate the phosphorylated and hyper-phosphorylated EGFR bands, respectively. GAPDH was used as a loading control. C, the arrowheads indicate differential expression of phosphorylated ERK1/2 in WT and GAK-kd MEFs. D, NT, non-treated. E, immunostaining of the EGFR protein in WT (+/+) and mutant (−/−) MEFs treated with or without the proteasome inhibitor MG132 (50 µg/ml). Notable panels are encircled by turquoise and green lines. F, the numbers of EGFR-positive cells in WT and GAK-kd (Homo) cells in the presence or absence of MG132. The data are represented as the mean ± SEM of n = 3 independent experiments at each time point.

Immunostaining showed that the levels of EGFR in the cytoplasm of GAK-kd MEFs were lower than those in the cytoplasm of WT MEFs, suggesting abnormal internalization of the EGFR in the knockout cells (column 2 panels of Fig. 3E). Similar results were obtained when the experiment was repeated in the presence of the proteasome inhibitor MG132, suggesting that the abnormality was not due to the degradation of EGFR proteins (column 4 panels of Fig. 3E). Moreover, the number of EGFR-positive cells was lower in GAK-kd MEFs than WT MEFs, and this phenotype was also independent of proteasome inhibition (Fig. 3F). These results suggest that constitutive hyper-phosphorylation of the EGFR caused by a lack of GAK activity hampers proper localization of the receptor, leading to reduced activation of EGFR-mediated growth signaling. The results described above are consistent with a recent report that MEFs from GAK conditional knockout mice and GAK knockdown cells prepared using small hairpin RNAs display altered intracellular EGFR trafficking, undergo growth arrest, and have reduced pERK1/2 signaling [11]. Taken together, these data suggest that a lack of GAK activity disturbs proper activation of EGFR-mediated signaling pathways.

### Luteolin and gefitinib inhibit the kinase activity of GAK

Gefitinib inhibits GAK, the EGFR, and receptor-interacting serine/threonine kinase *in vitro* [14]. To determine whether gefitinib inhibits GAK activity directly, an *in vitro* kinase assay was performed using PP2A B′γ, a known target of GAK, as a substrate [22]. Gefitinib inhibited GAK autophosphorylation and GAK-mediated phosphorylation of PP2A B′γ in a dose-dependent manner, suggesting that gefitinib inhibits GAK kinase activity directly (Fig. 4A). The effects of other kinase inhibitors, such as the well-known EGFR inhibitor erlotinib [24] and the p38α and GAK inhibitor SB203580 [25], on GAK activity were also examined. Both of these compounds inhibited GAK activity similarly, although they were slightly less potent than gefitinib (Fig. 4A). *In vitro* kinase assays were also used to determine the effects of luteolin (a flavonoid) and resveratrol (a polyphenol) on GAK activity; these compounds inhibit the growth of prostate cancer cell lines [20], [26]. Notably, 10 µM luteolin inhibited GAK activity drastically, whereas the same concentration of resveratrol had only a slight inhibitory effect (Fig. 4B). A further analysis revealed that 2 µM of luteolin was required to inhibit GAK activity (Fig. 4C). These results indicate that, in addition to gefitinib, luteolin and erlotinib are novel inhibitors of GAK.

**Figure 4:**
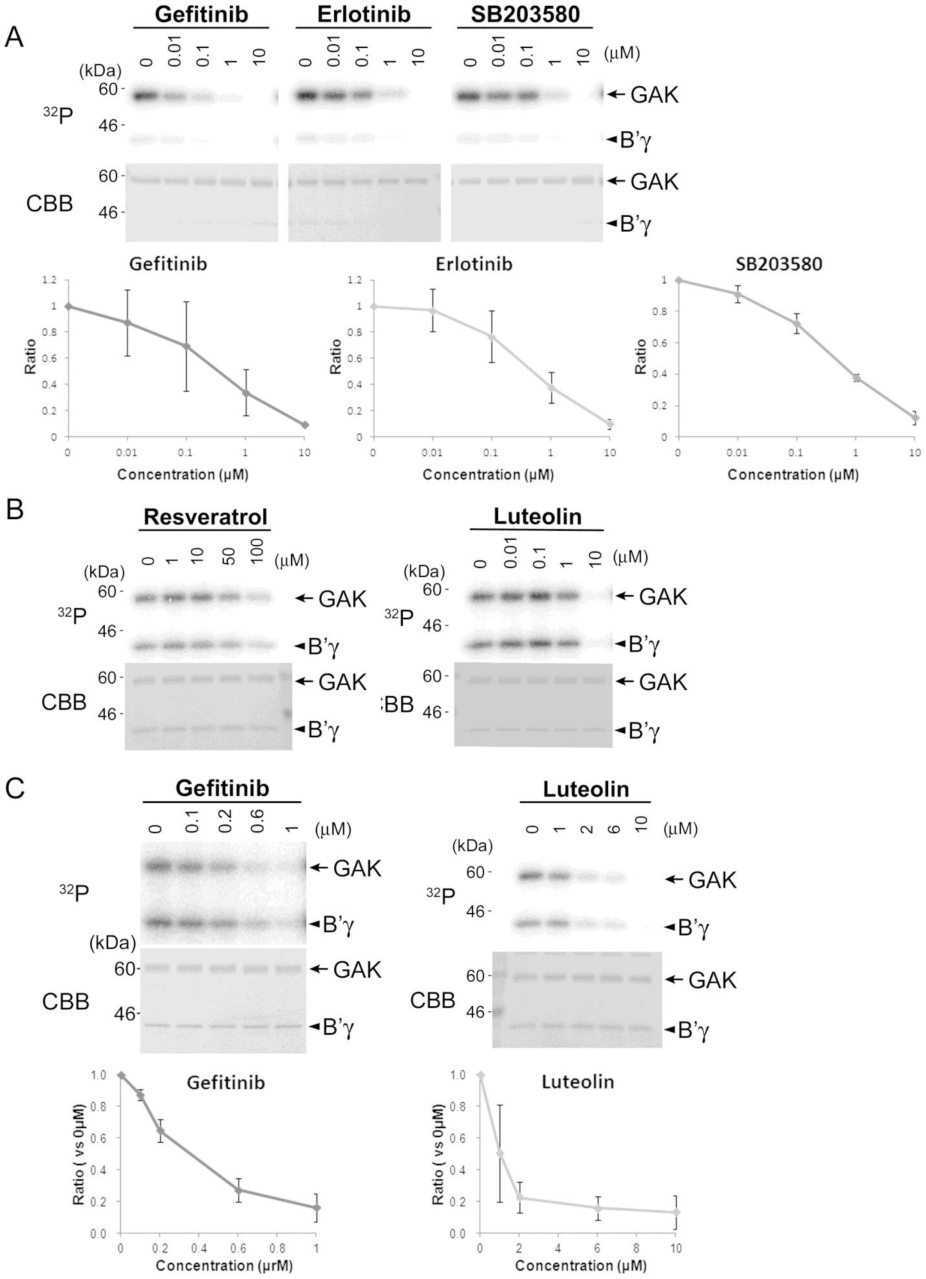
Luteolin and erlotinib inhibit GAK activity similarly to gefitinib and SB203580. A–C, representative SDS-PAGE analysis of proteins subjected to *in vitro* kinase assays using ^32^P-γATP, GAK (∼100 µg/ml) as the enzyme, PP2A B′γ (∼10 µg/ml) as the substrate, and the indicated concentrations of gefitinib, erlotinib, and SB203580 as inhibitors. The signals incorporated were detected by autoradiography and the amounts of proteins loaded were assessed by Coomassie Brilliant Blue (CBB) staining. The graphs show the intensity ratios of phosphorylated PP2A B′γ and GAK relative to that of non-treated samples. The data are represented as the mean ± SEM of n = 3 independent experiments at each concentration.

### Co-administration of gefitinib and luteolin causes death of PC-3 cells

Next, we examined the effect of co-administration of gefitinib and luteolin on the growth of PC-3 prostate cancer cells. We first used genomic DNA sequencing to examine for the presence of mutations in the EGFR gene in PC-3 cells that were reported previously to be harbored frequently by lung cancer cells [27]. As shown in Fig. S3, we found no mutations at such sites in the genome of PC-3, which suggests that a low concentration of gefitinib (∼1 µM) may not be effective in PC-3 cells. Indeed, a higher concentration of gefitinib (60 µM) was required to arrest the growth of PC-3 cells. Interestingly, when the numbers of proliferating cells were counted after exposure of the cells to 60 µM luteolin, 60 µM gefitinib, or a combination of these drugs for 24, 48, or 72 h, we found a cumulative inhibitory effect of gefitinib and luteolin on cell growth (Fig. 5A). Control cells were treated with dimethylsulfoxide (DMSO) alone. The percentages of surviving cells 72 h after exposure to luteolin alone, gefitinib alone, or luteolin plus gefitinib were 24.3%, 15.2%, and 6.5%, respectively.

**Figure 5:**
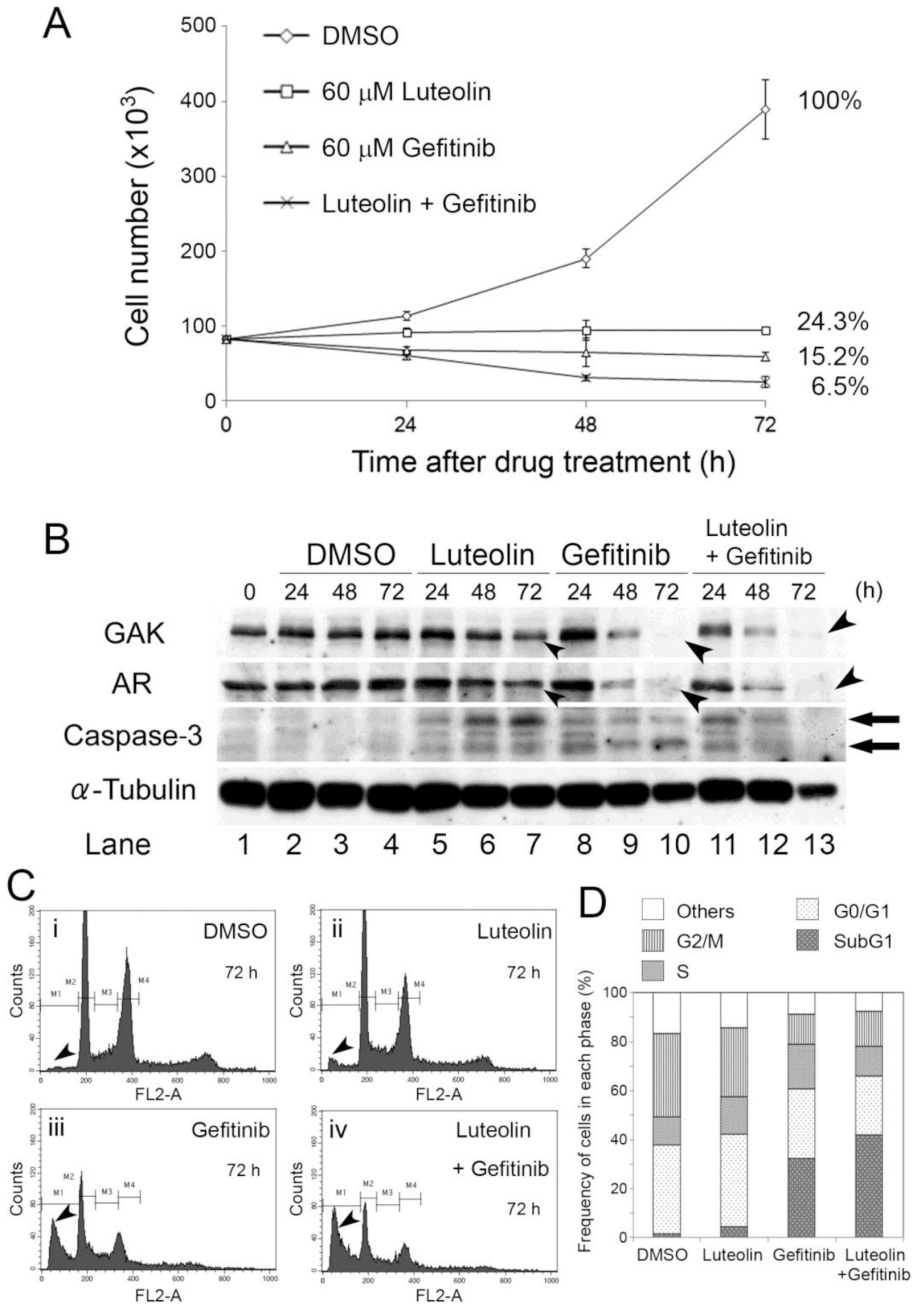
Luteolin and gefitinib induce death of PC-3 cells. A, the numbers of viable PC-3 cells 0, 24, 48, and 72 h after the addition of solvent alone (DMSO), 60 µM luteolin, 60 µM gefitinib, or 60 µM luteolin plus 60 µM gefitinib to the culture medium. The data are represented as the mean ± SEM of n = 3 independent experiments at each concentration. B, immunoblot analyses of GAK, AR, caspase-3, and α-tubulin (control) protein levels in PC-3 cells exposed to solvent alone (DMSO), 60 µM luteolin, 60 µM gefitinib, or 60 µM luteolin plus 60 µM gefitinib for 0–72 h. The arrowheads indicate reduced expression levels of GAK and AR in cells exposed to the drugs for 72 h. The arrows indicate the emergence of activated caspase-3, which suggested that gefitinib and luteolin induced apoptosis. C, FACS analysis of PC-3 cells PC-3 cells exposed to solvent alone (DMSO), 60 µM luteolin, 60 µM gefitinib, or 60 µM luteolin plus 60 µM gefitinib for 72 h. The arrowheads indicate the subG1 populations. D, the percentages of PC-3 cells in the indicated phases of the cell cycle after exposure to the same treatments for 72 h.

Reductions in AR protein levels were observed after exposure of the cells to gefitinib alone or gefitinib plus luteolin for 48 h, and AR protein levels were almost undetectable after 72 h exposure to these drugs (Fig. 5B). By contrast, administration of luteolin alone caused only a modest decrease in the AR protein level (Fig. 5B). The expression levels of activated/cleaved caspase-3 proteins were higher in drug-treated cells than DMSO-treated cells, suggesting the induction of apoptosis by luteolin and gefitinib (Fig. 5B). A fluorescence-activated cell sorting (FACS) analysis revealed the appearance of subG1 populations following exposure of the cells to luteolin, gefitinib, or a combination of these drugs for 72 h (Fig. 5C). The percentages of subG1 cells in gefitinib-treated and dual-treated populations were 32.5% and 41.9%, respectively (Fig. 5D). By contrast, the percentage of subG1 populations in luteolin-treated cells (4.5%) was similar to that in control cells (1.6%). These results suggest that gefitinib and luteolin induce apoptosis of PC-3 cells, although luteolin is less potent than gefitinib. Additional studies in which PC-3 cells were exposed to various concentrations of gefitinib, luteolin, and erlotinib showed that the effects of erlotinib on cell growth are similar to that of gefitinib (Fig. S3A). Furthermore, the effect of a combination of gefitinib and luteolin on cell growth was similar to that of a combination of erlotinib and luteolin (Fig. S3A).

Resveratrol inhibits the growth of several prostate cancer cell lines [28]; however, the inhibitory effect of a combination of 60 µM luteolin and 60 µM gefitinib on growth of PC-3 cells was not augmented by addition of the same concentration of resveratrol (Fig. S3B-i). Although a FACS analysis revealed that treatment of PC-3 cells with resveratrol caused cell cycle arrest at the S phase, resveratrol had no other effects on the cell cycle pattern of cells exposed to luteolin and gefitinib (Fig. S3-ii, iii).

Because luteolin can be administered as a dietary supplement, we determined the effects of commercially available luteolin tablets (LutiMax, CalComp Nutrition Inc.; and Oryza Oil & Fat Chemical Co., Ltd) on PC-3 cell growth. Based on the luteolin concentrations listed by the manufacturers, the inhibitory effects of these dietary supplements on cell growth were similar to those of the pure compound (Fig. S3C). Therefore, luteolin dietary supplements may also be useful as therapeutic agents at the bedside.

### A number of genes are up-regulated following exposure of PC-3 cells to gefitinib and luteolin

Next, a DNA microarray analysis was performed to investigate the molecular mechanisms involved in the induction of cell death by luteolin and gefitinib. 

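The mRNA of PC-3 cells, a human prostate cancer cell line, was measured on 10 single-color Agilent Whole Human Genome arrays, with 2 arrays for each of 5 groups. The groups were untreated cells at 0 h and cells exposed for 24 h to DMSO, to 60 µM luteolin, to 60 µM gefitinib or to both drugs at these concentrations. The text gives the culture temperature as 37°C and the sample labels give 35°C. Each array held 45015 spots, of which 43376 were not controls and belonged to 41000 probes. The authors deposited the output of the Agilent Feature Extraction software, in which the background and the spatial trend are subtracted within each array and no normalization between arrays is applied. The deposited table of values held the same signal as the scanner files for 45015 of 45015 spots on each array, within a relative tolerance of 1e-04.
For the 6 drug-treated arrays, the treatment carried by the name of the scanner file was not that of the sample labels. Files of the arrays labelled luteolin carried gefitinib in their names, those of the arrays labelled gefitinib carried luteolin plus gefitinib, and those of the arrays labelled luteolin plus gefitinib carried luteolin. Because the table of values equals the scanner files sample by sample, it does not settle which of the treatments is right. The arrays are therefore named by their sample labels, and the values by file name are given where they change a direction or a call.
The 75th percentile of the signal was 1402 and 1177 on the 0 h arrays, 1350 and 1283 on the DMSO arrays, 1173 and 1041 on the arrays labelled luteolin, 651 and 628 on those labelled gefitinib, and 865 and 539.8 on those labelled luteolin plus gefitinib. Between 63.4% and 70.4% of the probes were well above background on an array, and 0 probes were saturated. Spots marked as outliers by the software, 72 to 125 per array, were left out, and the spots of a probe were averaged. The log2 signal was expressed relative to the 75th percentile of its array. The probes kept were the 28776 that were well above background on both arrays of at least 1 group, and they stood for 19718 genes. A gene with several probes was represented by the one with the highest mean signal. Groups were compared with limma on all 10 arrays, with Benjamini-Hochberg adjustment, and a gene was counted as raised or lowered at an adjusted p under 0.05 and a change of at least 2-fold. The median SD between the arrays of a group was 0.091 on the log2 scale with DMSO, 0.118 at 0 h, 0.138 in the arrays labelled luteolin, 0.184 in those labelled gefitinib and 0.255 in those labelled luteolin plus gefitinib. The number of arrays per group limits the precision of every comparison.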

To avoid confounding results due to the secondary effects of apoptosis on gene expression, PC-3 cells were examined after a 24 h exposure to 60 µM luteolin and/or 60 µM gefitinib; this time point was chosen because the subG1 population had not yet appeared (Fig. S3D). Fold-changes in gene expression were determined by comparing the hybridization signal intensities at time zero (before the addition of drugs to PC-3 cells) to those at 24 h after the addition of DMSO, luteolin, gefitinib, or luteolin plus gefitinib. The expression levels of more than 30 genes were up-regulated by luteolin alone, gefitinib alone, and a combination of these drugs (Fig. S4A).

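Against the 0 h arrays, 1629 of 19718 genes were raised and 1547 were lowered in the arrays labelled luteolin. In the arrays labelled gefitinib, 2857 genes were raised and 2859 were lowered. The arrays labelled luteolin plus gefitinib had 2272 raised and 1640 lowered genes. With DMSO, 5 genes were raised and 2 were lowered, and 1217 had an unadjusted p under 0.05. The genes raised with DMSO were AI003989, FLJ32894, FSHR, LOC650517 and NLGN4Y, none of which was well above background on a 0 h array, and those lowered were CT45A1 and FGL2. These names were chosen after their values were seen. Against the DMSO arrays, 1423 genes were raised and 1216 lowered in the arrays labelled luteolin, 3082 and 2814 in those labelled gefitinib, and 2386 and 1517 in those labelled luteolin plus gefitinib.
In all 3 drug-treated groups, 237 genes were raised against 0 h. Of these, 170 were well above background on both 0 h arrays and 142 were also raised against DMSO in all 3 groups. The 3 comparisons share the same 0 h arrays. In 20 simulated fits of unchanged groups against shared 0 h arrays, at most 0 genes were raised in all 3 groups. At most 1 gene was raised in the 1 group checked alone, so this outcome was nearly fixed in advance. These fits cannot show how far the shared 0 h arrays enlarge the overlap of large sets. Sets of the sizes found would share 27.2 genes if they were independent, which the shared 0 h arrays prevent. The count of 237 does not depend on which drug-treated pair of arrays had which drug. With no minimum fold it was 678. It fell furthest with the 1-sample test that the methods name, applied to the log2 ratios to the mean of the 0 h arrays. Under that test 5 genes passed without adjustment and 0 passed after Benjamini-Hochberg adjustment. The 5 genes, named after their values were seen, were BC039524, BROX, C6orf52, PIP5KL1 and THC2645879. A threshold of 10-fold left 1 gene, LOC387763, also named after its values were seen, which was not well above background on either 0 h array. Without luteolin replicate 2, 127 genes were raised in all 3 groups, and without 0 h replicate 1 the count was 134. Another 190 genes were lowered in all 3 groups.
The median change of all genes against 0 h was 0.21 on the log2 scale in the arrays labelled gefitinib and 0.15 in those labelled luteolin plus gefitinib, so changes there are relative to a shifted middle. Of the genes changed against 0 h, 50% were raised in the arrays labelled gefitinib and 58.1% in those labelled luteolin plus gefitinib. Under quantile normalization these shares were 40% and 46.9%, and under normexp background correction they were 64.5% and 69.5%. Against DMSO, the raised shares were 52.3% and 61.1%, with 40.3% and 45.9% under quantile normalization and 66.2% and 71.1% under normexp background correction.
Among the genes well above background on all arrays of both groups compared, the largest rise in the arrays labelled luteolin was that of CDKN2B, whose log2 change against 0 h was 4.52 (standard error 0.40, adjusted p = 0.000344 from limma with Benjamini-Hochberg adjustment). The next were TCP11L2 (3.70), SCARA5 (3.54), NR4A2 (3.52) and RASD1 (3.33). The largest falls were those of RRM2 (-4.86), UHRF1 (-4.75), DTL (-4.50), GINS2 (-4.35) and LHX2 (-4.29). In the arrays labelled gefitinib, the largest log2 rises were those of BC089451 (6.52), ARC (5.64), BP871540 (5.50), FGF18 (5.45) and THC2544198 (5.09), and the largest falls were those of AF289610 (-4.23), MGC16121 (-4.23), THC2659974 (-3.95), THC2701422 (-3.90) and LMNB1 (-3.90). In the arrays labelled luteolin plus gefitinib, THC2544198 (6.20), FAM209A (5.75), BP871540 (5.50), AOC3 (5.21) and C10orf110 (5.09) rose most, and LOXL4 (-3.87), DAW1 (-3.0), PLAT (-2.90), BG686022 (-2.88) and FMN2 (-2.84) fell most. DAW1 also fell by 2.38 with DMSO (adjusted p = 0.0528 from limma), and its change with both drugs against DMSO was -0.61 (adjusted p = 0.111 from limma). With the treatments of the file names, BC089451 (-0.66, adjusted p = 0.548 from limma) and BP871540 (-0.47, adjusted p = 0.454 from limma) under gefitinib were no longer raised. Neither fall was detectable, and BC089451 was not well above background on the arrays then counted as gefitinib. Under luteolin, SCARA5 (0.03) and DTL (-0.94) were no longer past the threshold. The same held for ARC (0.00), FGF18 (1.64) and THC2659974 (-0.25) under gefitinib, and for DAW1 (-0.33), PLAT (-0.31) and FMN2 (-0.66) under both drugs.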

Notably, left-right determination factor 1 (Lefty1), an inhibitor of the embryonic Nodal-signaling pathway whose reactivation is associated with tumor progression and the growth of prostate cancer cells [29], but not Lefty2, was up-regulated conspicuously (77.50-fold) following exposure of the cells to luteolin (Table S2 and Fig. S4A). 

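Lefty1 was measured by the probe for LEFTY1 (NM_020997), which lies on chromosome 1 of hg18 from 224140731 to 224140790. Its log2 signal relative to the array's 75th percentile was -6.22 ± 0.34 (SD, n = 2) at 0 h and -6.67 ± 0.14 (SD, n = 2) with DMSO, and it was not well above background on any of these 4 arrays. In the arrays labelled luteolin it was -3.81 ± 0.91 (SD, n = 2) and well above background on both. The log2 change against 0 h was 2.40 (standard error 0.55, adjusted p = 0.0135 from limma with Benjamini-Hochberg adjustment). Because the 0 h signal was not well above background, each 0 h array was also set to the higher of its LEFTY1 signal and the lowest signal well above background on that array, which makes the rise at least 4.63-fold against 0 h. The same limit for the DMSO arrays makes it at least 3.96-fold against DMSO. Both limits take the mean of the arrays labelled luteolin and leave out their spread. The fitted fold against 0 h lay below 4.63 without luteolin replicate 2 (3.39) and without 0 h replicate 2 (4.5). It also did so with slide as a block (4.38) and under normexp background correction (1.87). Normexp background correction moved the log2 change most among the corrections and scalings, to 0.90, which is below the 2-fold minimum for a raised gene. The adjusted p was no longer under 0.05 with slide as a block (2.13, adjusted p = 0.0649 from limma), without 0 h replicate 2 (2.17, adjusted p = 0.0733) and without luteolin replicate 2 (1.76, adjusted p = 0.0981), and over these and the other limma alternatives the adjusted p lay between 0.00056 and 0.0981. With the treatments of the file names, the pair of arrays named for luteolin is the pair labelled luteolin plus gefitinib, and the log2 change under luteolin was 6.30 (adjusted p = 0.00056 from limma).

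**Figure D1:**
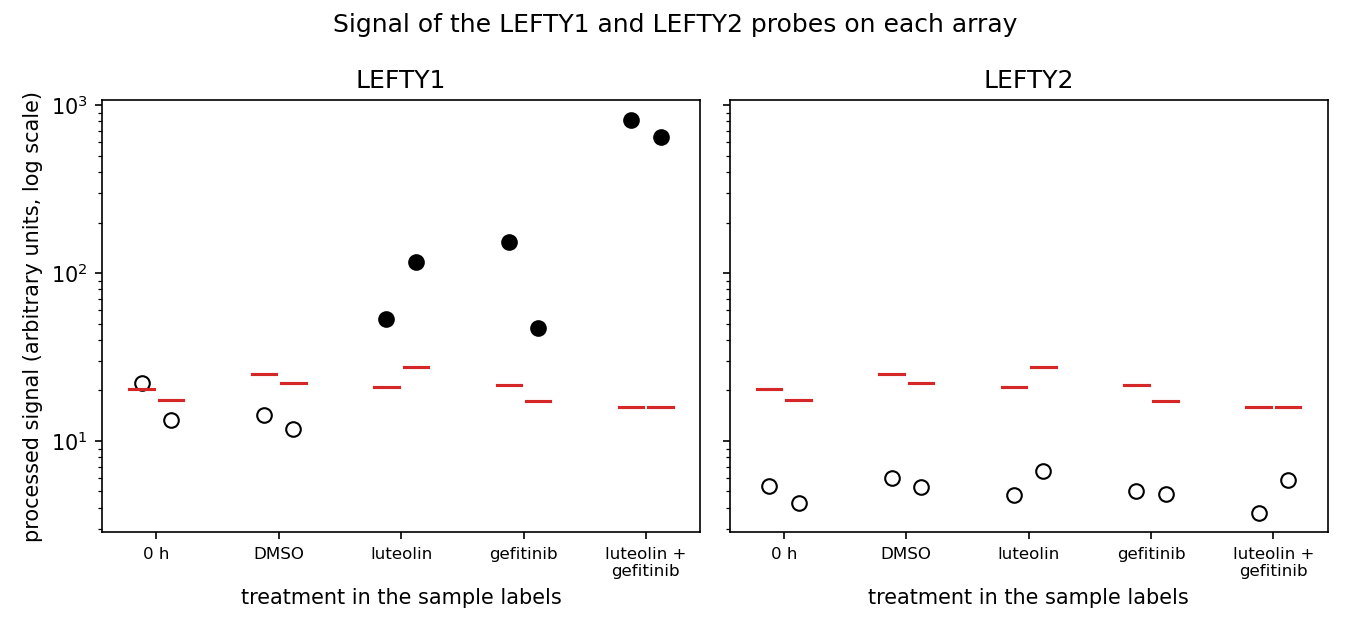
Processed signal of the LEFTY1 and LEFTY2 probes on each of the 10 arrays, in arbitrary units on a log axis, with the treatment of the sample labels on the x axis. Filled points were well above background, open points were not, and each red line is the lowest signal of any probe well above background on that array. LEFTY1 reached 815 and 644 in the arrays labelled luteolin plus gefitinib, and LEFTY2 stayed at 6.59 or lower.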

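In the arrays labelled gefitinib, the log2 signal of LEFTY1 was -2.91 ± 1.18 (SD, n = 2), and in those labelled luteolin plus gefitinib it was 0.09 ± 0.24 (SD, n = 2), well above background on all 4 of these arrays. The log2 change against 0 h was 3.31 with the gefitinib label (standard error 0.55, adjusted p = 0.00234 from limma with Benjamini-Hochberg adjustment), which is at least 8.66-fold. With the label of both drugs it was 6.30 (standard error 0.55, adjusted p = 0.00056 from limma), which is at least 69.1-fold. These limits hold for the processed signal and for the mean of the arrays of a group. Under normexp background correction, which adds an offset of 50 to every signal, the folds were 3.46 with the gefitinib label and 14.7 with that of both drugs. Without gefitinib replicate 1 the fold with the gefitinib label was 5.54, and without gefitinib replicate 2 it was 17.6. Against DMSO, the rises were at least 7.40-fold and at least 59.1-fold. LEFTY1 did not change detectably between 0 h and DMSO, where it was not well above background on any array. The difference between the arrays labelled luteolin and gefitinib was -0.90 and did not exceed the spread between replicates (adjusted p = 0.188 from limma). The arrays labelled with both drugs were higher than those labelled luteolin by 3.90 (adjusted p = 0.00161 from limma) and higher than those labelled gefitinib by 3.00 (adjusted p = 0.00295 from limma). The interaction of the drugs was 0.14 (adjusted p = 0.899 from limma), under normexp background correction it was 1.10 (adjusted p = 0.0403 from limma), and with the treatments of the file names it was -5.85 (adjusted p = 0.000787 from limma). These values use the DMSO signal, which was not well above background, so the size of the interaction is not determined. Over all the alternatives its adjusted p lay between 0.000787 and 0.984. By file name, the log2 change against 0 h was 2.40 under gefitinib and 3.31 under luteolin plus gefitinib.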

Lefty1 was also up-regulated to a much smaller extent by gefitinib (5.12-fold) and luteolin plus gefitinib (9.90-fold). The stimulatory effects of luteolin alone and gefitinib alone on Lefty1 mRNA expression were confirmed by duplicate quantitative real-time polymerase chain reactions (qRT-PCRs); however, these experiments did not confirm the stimulatory effect of the combination of these two drugs on Lefty1 mRNA expression (Fig. S4B-i). Western blot analyses showed that the Lefty1 protein levels were increased slightly 24 and 48 h after exposure of the cells to luteolin alone, gefitinib alone, or luteolin plus gefitinib, but these levels declined after 72 h (Fig. S4B-ii).

The commercially available anti-Lefty1 antibody used here recognized both Lefty1 and Lefty2, because the amino acid sequences of these two proteins share 96% identity [30]. However, in the miRNA array analysis, the Lefty2 mRNA level remained very low after luteolin and/or gefitinib administration (Fig. S4A); therefore, we surmise that the contribution of Lefty2 to the band intensities of the immunoblots was negligible. To confirm this hypothesis, we used siRNAs to knock down Lefty1 mRNA and showed that the 41 kDa protein band observed in the immunoblots was down-regulated (Fig. S4B-iii). 

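The probe for LEFTY2 (NM_003240) lies on chromosome 1 of hg18 from 224191697 to 224191756 and was well above background on 0 of 10 mRNA arrays. Its signal lay between 3.74 and 6.59 on the 10 arrays, where the lowest signal well above background was between 15.9 and 27.4. No fold change is given for LEFTY2, since every group was below that limit. Without the filter on dim probes, 0 of the 3 drug-treated groups passed the threshold against 0 h, with adjusted p of 0.465 in the arrays labelled luteolin, 0.0634 in those labelled gefitinib and 0.132 in those labelled luteolin plus gefitinib, all from limma with Benjamini-Hochberg adjustment. NODAL, whose pathway Lefty1 inhibits, was also well above background on 0 of 10 arrays. From the low level of Lefty2 mRNA, the paper proposes that Lefty2 added little to the band that the antibody against both proteins detected.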

Lack of induction of Lefty1 protein expression by luteolin was also confirmed by this immunoblotting (Fig. S4B-iii). Taken together, these data indicate that Lefty1 protein levels were not enhanced markedly by treatment of PC-3 cells with gefitinib and/or luteolin. Therefore, we conclude that Lefty1 is not involved in the inhibitory effects of these drugs on PC-3 cell growth. The other, less significantly up-regulated genes, identified by the microarray were not examined further because they are not directly related to growth inhibition or apoptosis of PC-3 cells.

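A list of 29 genes of growth arrest and apoptosis, drawn up without reference to these arrays, was compared with the genes raised against 0 h. Of the 28 genes tested, 3 were raised in all 3 drug-treated groups, CDKN1B, CDKN2B and PMAIP1. This is 10.7% of the list against 1.20% of all genes (two-sided Fisher's exact test, p = 0.0045, a test chosen after the counts were seen). In at least 1 group, 17 of the 28 genes were raised. In the arrays labelled luteolin, 8 were raised and 1 was lowered, in those labelled gefitinib 12 and 7, and in those labelled luteolin plus gefitinib 10 and 0. Adjusted over the list alone, the counts were again 8 and 1, 12 and 7, and 10 and 0.
CDKN2B (NM_078487), which encodes a cyclin-dependent kinase inhibitor, lies on chromosome 9 of hg18, with its probe from 21994945 to 21995004. Its log2 signal relative to the 75th percentile was -1.12 ± 0.28 (SD, n = 2) at 0 h and -0.46 ± 0.09 (SD, n = 2) with DMSO, and 3.40 ± 0.49 (SD, n = 2), 1.24 ± 0.67 (SD, n = 2) and 2.25 ± 0.63 (SD, n = 2) in the arrays labelled luteolin, gefitinib and luteolin plus gefitinib. The log2 change against DMSO was 3.86 with the luteolin label (adjusted p = 0.000832 from limma with Benjamini-Hochberg adjustment), 1.70 with the gefitinib label (adjusted p = 0.00843) and 2.71 with both (adjusted p = 0.00243). CDKN1B (NM_004064) changed against 0 h by 1.19, 1.73 and 1.61 on the log2 scale in the same order, with adjusted p from limma of 0.00722, 0.000994 and 0.00229. Against DMSO its change was 0.75 with the luteolin label (adjusted p = 0.0474 from limma), which is below the 2-fold minimum, 1.30 with the gefitinib label and 1.17 with both. PMAIP1 (NM_021127), whose product promotes apoptosis, changed by 1.23, 1.20 and 1.94, with adjusted p from limma of 0.0183, 0.0116 and 0.00299, and against DMSO by 1.22, 1.20 and 1.94. The same 3 genes were raised in all 3 groups under quantile normalization and under normexp background correction. With slide as a block, PMAIP1 in the arrays labelled luteolin was no longer past the threshold (1.06, adjusted p = 0.0599 from limma). Without luteolin replicate 2, neither CDKN1B (1.05, adjusted p = 0.0599 from limma) nor PMAIP1 (0.84, adjusted p = 0.124 from limma) was past it in those arrays, nor was either without 0 h replicate 1 (1.12 and 1.17, adjusted p = 0.054 and 0.0957 from limma), nor PMAIP1 without 0 h replicate 2 (1.29, adjusted p = 0.0648 from limma). PMAIP1 in the arrays labelled gefitinib was not past it without 0 h replicate 1 (1.15, adjusted p = 0.0553 from limma) or without gefitinib replicate 1 (0.82, adjusted p = 0.0696 from limma).

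**Figure D2:**
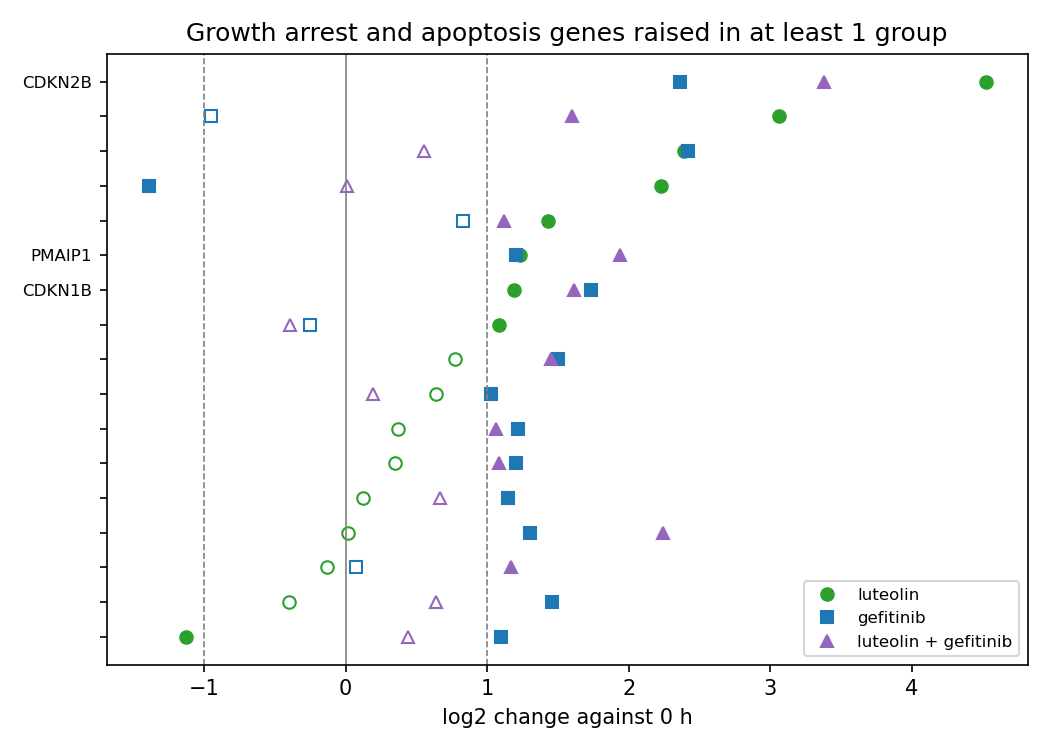
Log2 change against 0 h of the 17 growth arrest and apoptosis genes raised in at least 1 group, by the treatment of the sample labels, with the names of the 3 genes raised in all 3 groups. Filled symbols passed an adjusted p under 0.05 and a 2-fold change, and dashed lines mark a log2 change of 1 in either direction. The 3 filled symbols of CDKN2B, CDKN1B and PMAIP1 all lie to the right of the dashed line. Under normexp background correction, 5 of the 84 values of the 28 genes tested had the other sign, and 1 of these, APAF1 in the arrays labelled gefitinib, was past the threshold. Under quantile normalization, 1 value of size 0.01 had the other sign.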

### Gefitinib and luteolin induce miR-630 expression in PC-3 cells

Notably, GAK protein expression was reduced dramatically following exposure of PC-3 cells to luteolin and/or gefitinib for 72 h (Fig. 5B and S4B-ii). This decrease in protein expression was not due to proteasome-mediated degradation of GAK because it was not affected by addition of the proteasome inhibitor GM132 (Fig. S4B-iii). This result suggests that synthesis of the GAK protein is inhibited by luteolin, which may be due to miRNA-mediated translational inhibition. Moreover, treatment of PC-3 cells with luteolin produced faster migrating GAK protein bands in immunoblots (Fig. S4B-iii), suggesting that GAK is modified in luteolin-exposed cells.

To determine if miRNAs are involved in the growth inhibitory and cell death inducing effects of luteolin and gefitinib, miRNA array analyses were performed using RNA from PC-3 cells treated with 60 µM luteolin and/or 60 µM gefitinib for 24 h. The expression levels of miR-630 and miR-5703 in gefitinib-treated cells were approximately 6.2-fold and 5.5-fold higher, respectively, than those in DMSO-treated cells. By contrast, luteolin increased the levels of these miRNAs by only 1.4-fold (Table S3). The effect of overexpression of exogenous miR-630 on PC-3 cell growth was determined using a commercially available expression vector (pEP-hsa-miR-630). Successful exogenous expression was confirmed by qRT-PCR (Fig. 6A) and co-transfection with a GFP vector. PC-3 cell growth was inhibited significantly by stable expression of exogenous miR-630 (Fig. 6B). These results suggest that luteolin and gefitinib induce miR-630 expression, leading to growth arrest of PC-3 cells.

**Figure 6:**
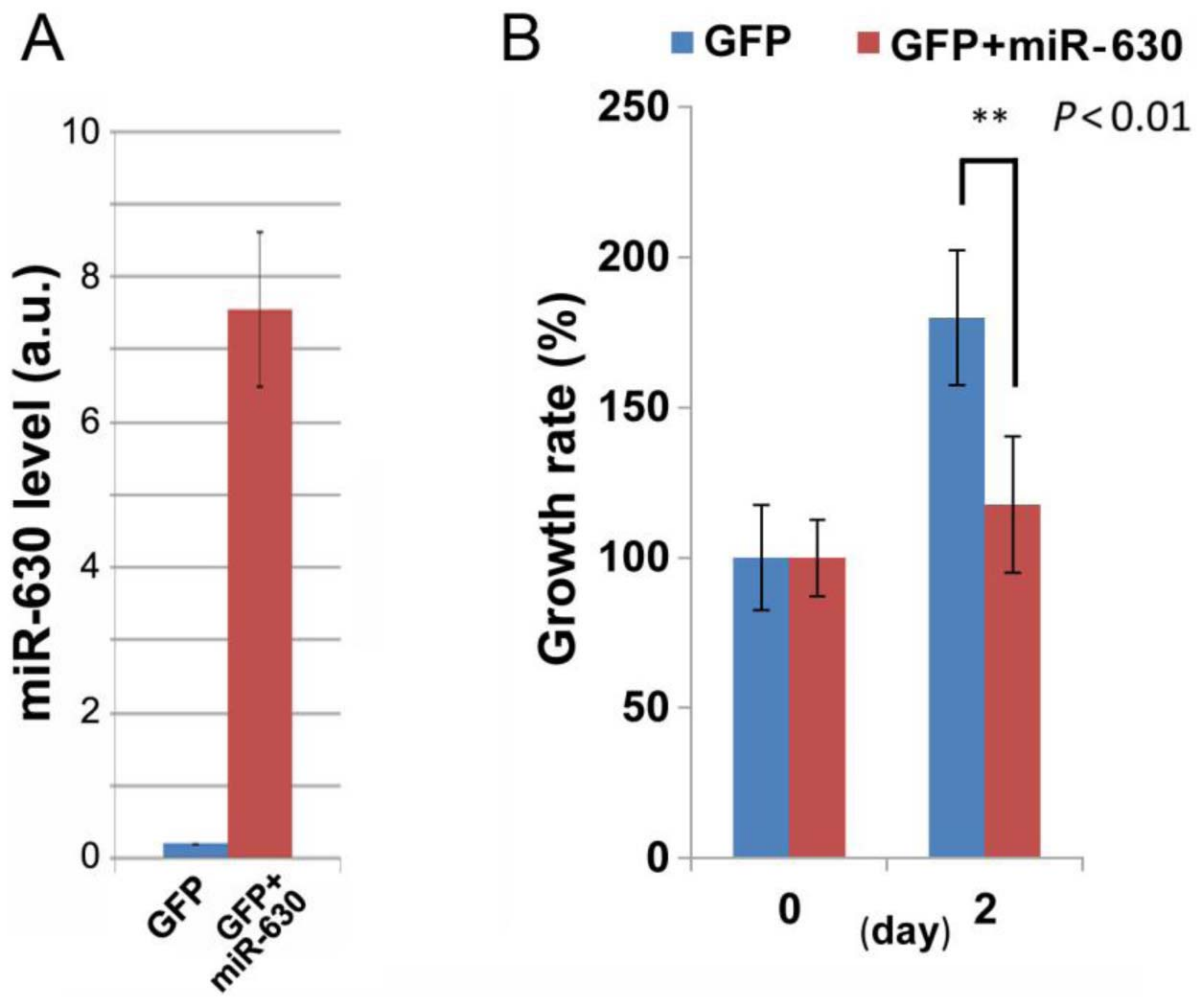
Exogenous expression of miR-630 inhibits the growth of PC-3 cells. A, confirmation by qRT-PCR of the successful overexpression of exogenous miR-630 from the pEP-hsa-miR-630 expression vector in PC-3 cells. The data are represented as the mean ± SEM of n = 3 independent experiments. B, The growth rate of PC-3 cells transfected with the pEP-hsa-miR-630 expression vector. Cells were also transfected with GFP to monitor the successful expression of miR-630. The data are represented as the mean ± SEM of n = 3 independent experiments for each condition. *P*<0.01 by a Student's *t*-test.

### Co-administration of gefitinib and luteolin inhibits the growth of osteosarcoma cells

GAK is overexpressed in U2OS osteosarcoma cells, which lack EGFR expression, and knockdown of GAK inhibits their proliferation [31]. Therefore, we hypothesized that luteolin and/or gefitinib may induce apoptotic cell death of U2OS cells as well as PC-3 cells. In the initial experiments, we were unable to determine the combined effects of 60 µM luteolin and 60 µM gefitinib on cell viability because this concentration of gefitinib was already very toxic to U2OS cells 24 h after addition (Fig. S5A). Therefore, in subsequent experiments, the concentration of gefitinib was reduced to 20 µM because a previous report indicated that this concentration does not affect U2OS cell viability [32]. U2OS cells were exposed to 60 µM luteolin and/or 20 µM gefitinib for 24, 48, or 72 h. At the 72 h time point, the percentage of viable cells in the group exposed to both drugs was 1.1%, while those in the groups exposed to luteolin alone and gefitinib alone were 8.5% and 42.0%, respectively (Fig. S5B). Since luteolin is readily available as a dietary supplement (LutiMax) that can be administered at the bedside, the combined use of LutiMax and gefitinib may be an effective therapeutic option for osteosarcoma patients.

## Discussion

This study shows that GAK could be used as a target for not only the therapy of HRPC but also other cancers with enhanced GAK expression. Indeed, GAK is modified and overexpressed in cancer cell lines (Fig. 1) and that GAK is overexpressed in surgical specimens from prostate cancer patients (Fig. 2). Notably, the frequency of immunostained GAK-positive cells was positively correlated with the Gleason score (Fig. 2F, Table S1). Nuclear colocalization of GAK with its association partner AR [8] was observed in cancer cells from all of the GAK-positive surgical specimens (Fig. S1A). Unexpectedly, GAK did not phosphorylate AR *in vitro* (Fig. S1B). Co-administration of 60 µM luteolin and gefitinib to PC-3 cells had a greater effect on cell growth than administration of either compound alone (Fig. 5A). The increased activated/cleaved caspase-3 level (Fig. 5B) and subG1 (Fig. 5C) population detected by western blot and FACS analyses indicated that the growth inhibition was due to apoptosis. Erlotinib (Fig. S3A) and dietary luteolin supplements (Fig. S3C) showed similar inhibitory effects on PC-3 cell growth, suggesting that these compounds may also be useful as therapeutic agents at the bedside. It should be noted that the results obtained *in vivo* in the present study cannot be extended to androgen-dependent prostate cancers used in the IHC studies.

GAK is also overexpressed in KHOS and U2OS osteosarcoma cells; its overexpression is associated with poor prognosis, and siRNA-mediated knockdown of GAK decreases the proliferation of osteosarcoma cells [31], suggesting that GAK plays a pivotal role in the control of the proliferation rate of osteosarcoma cells. Unlike other osteosarcoma cell lines (HOS, MG-63, and KHOS/NP), U2OS cells lack expression of the EGFR, the well-known target of gefitinib; therefore, GAK is a putative *bona fide* target of gefitinib in these cells. Nonetheless, a recent study demonstrated similar effects of gefitinib on the viabilities of U2OS, HOS, MG-63, and KHOS/NP cells, although its effects were not conspicuous [32]. This finding adds extra credence to the theory that GAK is the inhibitory target of gefitinib in U2OS cells. Similar to PC-3 cells, co-administration of 60 µM luteolin and 20 µM gefitinib to U2OS cells had a greater effect on cell growth than administration of either compound alone (Fig. S5B). These findings may lead to the development of new therapeutic options for prostate cancer and osteosarcoma.

*In vitro* kinase assays using PP2A B′γ as a substrate [22] showed that gefitinib and erlotinib inhibit GAK with similar potency to SB203580, a well-known GAK inhibitor (Fig. 4A). Moreover, the flavonoid luteolin, but not the polyphenol resveratrol, also inhibited GAK activity (Fig. 4B). The cumulative inhibitory effects of luteolin and gefitinib on GAK activity suggest that these agents may bind to distinct sites of the GAK protein. Notably, the lack of GAK activity in GAK-kd MEFs caused constitutive hyper-phosphorylation and abnormal cytoplasmic localization of the EGFR (Fig. 3), which accelerated dephosphorylation of pERK1/2, leading to premature diminution of EGFR signaling. Therefore, lack of GAK activity disrupts EGFR-mediated signaling pathways. In addition, luteolin reduced the GAK protein level in a proteasome-independent manner (Fig. S4B-iii) and miRNA arrays demonstrated that miR-630 and miR-5703 were induced following gefitinib or luteolin treatment of PC-3 cells (Table S3), suggesting their involvement in the inhibition of GAK mRNA translation. Indeed, overexpression of miR-630 induced growth arrest of PC-3 cells (Fig. 6B). Similarly, recent studies showed that up-regulation of miR-630 induces apoptosis in pancreatic cancer cells [33] and cisplatin-induced miR-630 expression modulates the intrinsic apoptosis pathway in non-small cell lung cancer A549 cells [34].

Based on the results described here, we propose a working model of the molecular mechanisms by which co-administration of gefitinib and luteolin induces efficient growth arrest and apoptosis of PC-3 cells (Fig. 7). Gefitinib and luteolin have cumulative inhibitory effects on the Ser/Thr kinase activity of GAK; their co-administration induces apoptosis as efficiently as inhibition of EGFR kinase activity. Down-regulation of GAK leads to hyper-phosphorylation of tyrosine residues (pY) in EGFR and alters the spectrum of downstream signaling. GAK appears to be essential for cell death because co-administration of gefitinib and luteolin induced efficient death of EGFR-deficient U2OS cells. Gefitinib also induces expression of miR-630 and miR-5703, leading to growth arrest of cells. GAK is the major therapeutic target of Parkinson's disease and novel chemicals that inhibit its kinase activity are currently being developed [35]; gefitinib and luteolin may also be clinically useful for the treatment of prostate cancer and osteosarcoma.

**Figure 7:**
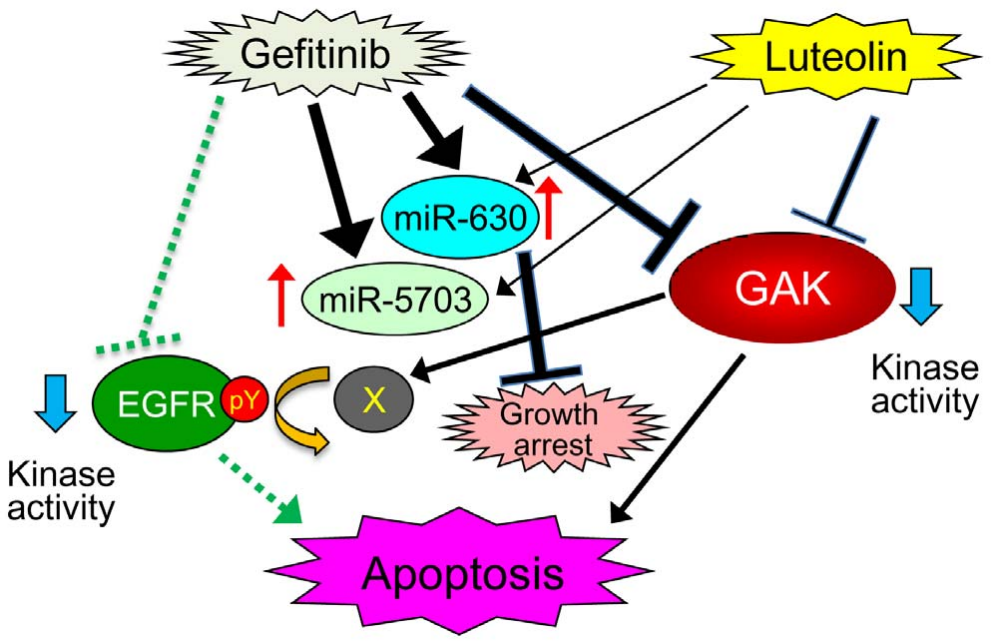
Working model showing the molecular mechanisms involved in the induction of growth arrest and apoptosis of PC-3 cells by luteolin and gefitinib. The arrows and T-shaped lines signify positive and negative actions, respectively. The thickness of each line is proportional to the strength of the denoted action. The dashed green line and arrow indicate that these actions were verified by another group [10]. The red and blue arrows indicate up-regulation and down-regulation, respectively. Down-regulation of GAK leads to hyper-phosphorylation of tyrosine residues (pY) in EGFR.

## Supporting Information

Figure S1 **GAK and AR are colocalized in nuclei of human prostate cancer cells** ***in vivo*** **.** (A–D) Representative images of radical prostatectomy sections immunostained with an anti-GAK (A, B) or anti-AR (C, D) antibody. Panels B and D show enlarged views of the boxed regions in panels A and C, respectively. Scale bars = 50 µm. (E) GAK does not phosphorylate the AR directly in vitro. SDS-PAGE analysis of proteins subjected to in vitro kinase assays using 32P-γATP. GST-tagged AR and PP2A B′γ (positive control) were used as substrates for phosphorylation by GST-tagged GAK. Aurora A kinase and Lats1/2 kinase (in the presence or absence of its activator Mob1A) were used as positive control enzymes, and a kinase-dead (KD) form of Aurora A kinase was used as a negative control for phosphorylation of the AR. The gel was stained with SimplyBlue SafeStain (upper panel) and the bands were detected by autoradiography (lower panel). The large arrows indicate autophosphorylated GAK and the small arrows indicate phosphorylated PP2A B′γ. The large arrowheads indicate autophosphorylated Lats1/2 and the small arrowheads indicate the phosphorylated AR. The open arrowheads indicate putative degradation products of the phosphorylated AR.
(TIF) Click here for additional data file.

Figure S2 **GAK and the AR do not colocalize with Ki67 in prostate cancer surgical specimens.** Anti-GAK (A–C), anti-AR (D–F), and anti-Ki67 (G–I) immunostaining of radical prostatectomy sections from three independent prostate cancer patients. Scale bar = 50 µm.
(TIF) Click here for additional data file.

Figure S3 **DNA sequence at the site of putative gefitinib-responsive mutations in the EGFR gene of PC-3 cells.** DNA sequences of the EGFR gene around the E746-A750 deletion (A) and around the mutations T790M (B), D761Y (C) and L858R (D) in non-small-cell lung cancer cells were determined in PC-3 cells. Normal DNA sequences of PC-3 cells are highlighted by red squares.
(TIF) Click here for additional data file.

Figure S4 **The effects gefitinib, erlotinib, luteolin, and dietary luteolin supplements on PC-3 cells.** (A) The effects of erlotinib on growth inhibition of PC-3 cells are similar to those of gefitinib and luteolin. The numbers of viable PC-3 cells at the indicated times after exposure to gefitinib, erlotinib, luteolin, gefitinib plus luteolin, or erlotinib plus luteolin. The asterisk signifies that the actual concentration was slightly less than 100 µM because a trace amount of crystalized reagents were observed in the tissue culture medium. Data are represented as the mean ± SEM of n = 3 independent experiments for each condition.represented as the mean ± SEM of n = 3 independent experiments for each condition. (B) Resveratrol does not augment the inhibitory effects of luteolin and gefitinib on PC-3 cell growth. (i), the numbers of viable PC-3 cells 24, 48, and 72 h after the addition of solvent (DMSO), 60 µM resveratrol, 60 µM luteolin plus 60 µM gefitinib, or a combination of all three drugs. The data are represented as the mean ± SEM of n = 3 independent experiments at each concentration. (ii), FACS analysis of PC-3 cells 72 h after the addition of DMSO, 60 µM resveratrol, 60 µM luteolin plus 60 µM gefitinib, or a combination of all three drugs. (iii), the percentages of PC-3 cells in the indicated stages of the cell cycle after exposure to the same treatments for 72 h. (C) Dietary luteolin supplements cause growth inhibition of PC-3 cells. The numbers of viable PC-3 cells after exposure to dietary luteolin supplements (LutiMaxTM, CalComp Nutrition Inc.; and Oryza Oil & Fat Chemical Co., Ltd) for 72 h. Solvent alone (DMSO) was used as a control. The data are represented as the mean ± SEM of n = 3 independent experiments. (D) Co-administration of luteolin and gefitinib to PC-3 cells for 24 h induces very little cell death. (i), FACS analysis of PC-3 cells exposed to solvent alone (DMSO), 60 µM luteolin, 60 µM gefitinib, or a combination of luteolin and gefitinib for 24 h. (ii), the percentages of cells in the indicated phases of the cell cycle after exposure to the same treatments for 24 h.
(TIF) Click here for additional data file.

Figure S5 **Lefty1 mRNA levels, but not protein levels, are affected by gefitinib and/or luteolin.** (A) Lefty1 mRNA expression is up-regulated in PC-3 cells exposed to gefitinib and/or luteolin for 24 h. Expression profiles of the genes whose mRNA levels were altered conspicuously after PC-3 cells were exposed to DMSO, gefitinib, luteolin, or gefitinib and luteolin for 24 h. Control measurements were taken prior to the exposures (0 hr_rep1 and 0 hr_rep2). Data represent the results of duplicate measurements. The expression profiles of Lefty1 and Lefty2 gene are indicated. The ordinate scale indicates relative log2 ratios. (B) Confirmation that Lefty1 mRNA levels, but not protein levels, are affected by gefitinib and/or luteolin. (i), duplicate qRT-PCR analyses of Lefty1 mRNA expression in untreated (0–1) cells and cells exposed to DMSO, gefitinib, luteolin, or gefitinib and luteolin for 24 h. The graphs show Lefty1 mRNA expression levels relative to those of 0 h (a.u., arbitrary unit). In each graph, the data are represented as the mean ± SEM of n = 3 replicates. (ii), immunoblot analyses of Lefty1, GAK and α-tubulin (control) protein levels in PC-3 cells exposed to DMSO, gefitinib, luteolin, or gefitinib and luteolin for 24, 48, or 72 h. The horizontal arrowhead indicates the bona fide Lefty1 protein band. The tilted arrowheads indicate down-regulation of GAK protein expression at 72 h. (iii), immunoblot analyses of Lefty1, GAK, and α-tubulin (control) protein levels in PC-3 cells treated with or without 60 µM luteolin, 50 µg/ml of the proteasome inhibitor MG132, and 0.5 µg/ml of the Lefty1-specific siRNAs (Y and Z). Identification of bona fide Lefty1 band (arrowhead) in western blot was performed by siRNA-mediated knockdown after addition of luteolin; siRNAs were added 24 h before addition of luteolin. MG132 was added 22 h after addition of luteolin; then cells were incubated for additional 2 h before RNA extraction. The arrow indicates the appearance of a smaller (faster migrating) GAK band after the addition of luteolin.
(TIF) Click here for additional data file.

Figure S6 **Co-administration of luteolin and gefitinib causes growth inhibition of U2OS osteosarcoma cells.** (A) The numbers of viable U2OS cells 24, 48, and 72 h after the addition of solvent alone (DMSO), 60 µM luteolin, 60 µM gefitinib, or 60 µM luteolin plus 60 µM gefitinib. (B) The numbers of viable U2OS cells 24, 48, and 72 h after the addition of solvent alone (DMSO), 60 µM luteolin, 20 µM gefitinib, or 60 µM luteolin plus 20 µM gefitinib. A, B, the data are represented as the mean ± SEM of n = 3 independent experiments for each condition.
(TIF) Click here for additional data file.

Table S1 **The ages, Gleason scores, and GAK levels of the 42 prostate cancer patients enrolled in the study.** The shaded rows indicate patients with high GAK expression levels.
(TIF) Click here for additional data file.

Table S2 **List of the genes that were up-regulated conspicuously following exposure of PC-3 cells to 60 µM gefitinib, 60 µM luteolin, or a combination of these drugs (Lut+Gef) for 24 h.** The fold-changes in gene expression were calculated relative to those in untreated cells.
(TIF) Click here for additional data file.

Table S3 **The miRNAs that were up-regulated in PC-3 cells treated with 60 µM luteolin and/or 60 µM gefitinib for 24 h.** Columns 2–4 show fold-changes in expression relative to DMSO-treated PC-3 cells. Columns 5–8 show the raw signal intensities. Notable miRNAs (miR-630 and miR-5703) are highlighted.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

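The deposited data are 10 single-color Agilent Whole Human Genome arrays of PC-3 cells, 2 for each of untreated cells at 0 h and cells exposed for 24 h to DMSO, 60 µM luteolin, 60 µM gefitinib or both drugs. Each array has a scanner file written by Agilent Feature Extraction, version 10.7.3.1 in the file headers, where the methods give version 10.5.1 for these arrays. As deposited by the authors and per the file headers, the intensities are the processed signal on a linear scale, with the background and the spatial trend subtracted within the array, low values replaced by a surrogate value and no normalization between arrays. The table of values of the series holds the same processed signal. Each of its 10 columns correlated best with the scanner file of its own sample after centring each spot on its mean (r = 1 with the own file and at most 0.65 with another file, across spots, which are not independent replicates), and 0 columns of per-sample values were left unused. Samples were grouped by their labels. The names of the scanner files carry another treatment for the 6 drug-treated arrays, and the comparisons were repeated with those treatments.

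Spots were read with R 4.3.3, data.table 1.17.8 and limma 3.58.1. Control spots and spots marked as outliers were left out and the other spots of a probe were averaged on the log2 scale, relative to the 75th percentile of the array's non-control spots. A probe counted as well above background on an array when at least 50% of its spots were marked so. The probes kept were well above background on both (2) arrays of at least 1 group. This left 28776 of 41000 probes, for 19718 genes. Accessions of 23958 probes matched the RefSeq table given with the data, which supplied their current symbols, and the other probes kept the gene name of the scanner file. In all, 38275 probes had a gene name, for 28090 genes. Coordinates are those of the scanner files, on hg18. Of the genes kept, 5659 had more than 1 probe and were represented by the probe with the highest mean.

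A limma model with the 5 groups was fitted to all 10 arrays, with 5 residual and 3.36 prior degrees of freedom. Each 24 h group was compared with 0 h, each drug-treated group with DMSO and with the other drug-treated groups, and the interaction of the drugs was tested as the change with both drugs minus the sum of the changes with either, all against DMSO. P-values were adjusted by the Benjamini-Hochberg method over all probes kept. Genes were called at an adjusted p under 0.05 and a log2 change of at least 1 in size, and for the interaction at the adjusted p alone. Where a group was not well above background, a fold was given as a lower limit, with each array of that group set to the higher of its signal and the array's lowest signal well above background, and no fold was given where both groups were below that limit. Signal over background, and not a count, sets the depth of each array. The 2 arrays per group limit the precision, and no regrouping of arrays was tested since groups of this size allow too few.

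Lists of 7 kinds of genes were tested against DMSO in each drug-treated group with camera, at a preset correlation between genes of 0.01 and with Benjamini-Hochberg adjustment over the 21 tests. They were MAPK output, cholesterol synthesis, ATF4 stress response, AHR targets, proliferation, growth arrest and apoptosis, and the Nodal pathway. The lists, the main settings, the alternatives and the rule for naming genes were set before the data were examined. Genes named are those the paper names for these cells, the 5 with the largest rise and the 5 with the largest fall against 0 h in each drug-treated group and the 3 of each kind for DMSO and for the interaction, all past the adjusted p, changed the same way on both arrays and well above background on both arrays of both groups compared, the members of the lists that passed the threshold against DMSO, and ARIH1. No gene met this rule for DMSO against 0 h.

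Alternatives tried were normexp background correction with an offset of 50, quantile normalization, no filter on dim probes, only probes well above background on all 10 arrays, the table of values in place of the scanner files, replicate number as a block, slide as a block, only the groups compared in the fit, the treatments of the file names, no minimum fold, a 10-fold threshold, leaving out genes that rose at least 2-fold with DMSO, the median over the probes of a gene, fry and an estimated correlation between genes for the lists, the 1-sample t-test of the methods with and without adjustment, and leaving out each array in turn, where the lone array of a group is assumed to vary like those of the other groups. The text of the paper names that test and the Subio software for the fold changes and gives no normalization, filter or threshold for these arrays.

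The analysis was tested on simulated arrays, with the mean of each probe over all arrays and its mean variance within groups. Probes were drawn independently, and every group had the same spread. Of 200 genes changed by 2 or 3 on the log2 scale in the comparison of the arrays labelled luteolin with 0 h, among 19718 genes, 89% were called in the right direction, and 4 of 19491 unchanged genes were called. In the unchanged comparison of the arrays labelled gefitinib with 0 h, 0 genes were called. A list lowered by 1 had an adjusted p of 1.84e-34 from camera, and 0 of the 20 other list tests passed. Since the genes were drawn independently, this does not show how the list test behaves where genes are correlated. The miRNA arrays, the quantitative PCR and the blots of the paper have no files here and were left out.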

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

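The tests for scaling, for slides, for an exchange of treatments between arrays and for the phase of the cell cycle reported here were chosen after the results were seen. Some of their settings were among the alternatives set before the data were examined: quantile normalization, slide as a block and the treatments of the file names. Their use as tests of these results was chosen afterwards. The test of genes well above background on all arrays was set before its result was seen.

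In a part of the data that the paper does not discuss, 4751 genes were lowered against 0 h in at least 1 drug-treated group, where the DMSO arrays had 2 lowered genes. The paper discusses the raised genes. The drug-treated arrays were dimmer than the others, so scaling was weighed first. Under quantile normalization 5043 genes were lowered in at least 1 group, and 4608 of them were among the 4751 (97% of these). With slide as a block the number was 4857, of which 4463 (93.9% of the 4751) were shared. Dim probes lost in the background of the dimmer arrays cannot account for most of the falls, since 3438 of the 4751 genes (72.4%) were well above background on all 10 arrays. Normexp background correction left 2478 genes, 2416 of them shared (50.9% of the 4751), so the number depends on the background correction, and the cause of this was not tested. With replicate number as a block it was 4774. An effect of the drugs on the cells remains as a hypothesis for the genes shared under these alternatives. Which drug goes with which arrays stays open.

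The proliferation genes fell against DMSO in the arrays labelled luteolin, in a list whose mRNA levels the paper does not discuss. The median log2 change of the 27 genes was -1.99 (lower quartile -2.51, upper quartile -1.81; adjusted p = 6.62e-23 from camera with Benjamini-Hochberg adjustment), all 27 were lower, and 26 passed the threshold over all genes, as did 26 adjusted over the list alone. With the label luteolin plus gefitinib the median was -1.04 (adjusted p = 3.04e-07 from camera) with 14 genes lowered, and in those labelled gefitinib it was -0.44 (adjusted p = 0.101 from camera) with 10 lowered and 2 raised. Both calls hold under fry (adjusted p = 0.00016 and 0.00268) and neither holds with a correlation estimated from the arrays (adjusted p = 0.122 and 0.53). Over the alternatives run, the adjusted p for the arrays labelled luteolin lay between 3.29e-31 and 0.122. The fall is not explained by scaling, since the median was -2.07 under quantile normalization. Slides do not explain it either, since each slide with an array labelled luteolin also held a DMSO array, and between arrays of the same slide the median was -1.94 on one slide and -2.2 on the other. An accumulation of cells in S or G2/M phase would raise part of the list, but the G2/M genes fell by 2.11 (median of 13 genes) and the G1/S genes fell by 1.91 (median of 12 genes). For the label luteolin plus gefitinib these medians were -1.52 and -0.37, and in those labelled gefitinib -0.78 and 0.31, where the second changed sign under quantile normalization (-0.06). MKI67, the gene of the Ki67 protein, was well above background on 1 of 2 arrays labelled luteolin and fell by 3.37 on the log2 scale against DMSO (adjusted p = 0.00142 from limma, between 1.5e-05 and 0.0153 over the alternatives). A smaller share of dividing cells may underlie the fall, as a hypothesis found and tested on the same arrays. A mislabelled sample does not remove the fall and stays open as to which drug caused it: with the treatments of the file names, the median of -1.99 belongs to gefitinib, -1.04 to luteolin and -0.44 to both drugs.

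The changes with both drugs differed from the sum of the changes with either in 6745 of 19718 genes (adjusted p under 0.05 from limma), 3532 above the sum and 3213 below it. Of the genes well above background on all arrays compared, LMNB1 (5.00), DGAT2 (4.87) and H4C13 (4.85) lay farthest above the sum on the log2 scale, and KLF2 (-5.16), HSPA6 (-5.03) and RASD1 (-4.99) farthest below. With the treatments of the file names, LMNB1 (1.73) and H4C13 (2.87) kept their call, and KLF2 (-1.18), HSPA6 (-0.32), RASD1 (-0.87) and DGAT2 (-0.07) did not. A difference between slides does not explain the number, since it was 6184 with slide as a block. Without DMSO replicate 2 the number was 4242 and without DMSO replicate 1 it was 4392. An exchange of treatments between the pairs of drug-treated arrays does not explain the departure from the sum as a whole: if the drugs were additive, the right pair as the combination would leave few such genes, and the number was 8742 with the pair whose file names carry both drugs and 11412 with the pair labelled luteolin. LMNB1 and H4C13 were among 960 genes that departed in the same direction by the labels and by the file names, and 131 did so with each of the 3 pairs. For the other 5785 genes, a true interaction in the direction given and an exchange of treatments cannot be told apart, since only the labels and the file names say which arrays received both drugs.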

How the results depend on the processing

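Of 74 changes of single genes, 71 kept their direction and their side of an adjusted p of 0.05, whatever their size, under normexp background correction, 71 under quantile normalization, 73 without the filter on dim probes, 74 with the authors' table of values, 73 with replicate number as a block, 70 with slide as a block, 74 with only the groups compared in the fit and 52 with the treatments of the file names. With only probes well above background on all 10 arrays, 59 of 60 did, and the other changes, those of LEFTY1 among them, had no value there. Of 16 counts of genes, 5 stayed within 1.5 times under normexp, 15 under quantile normalization, 13 without the filter, 13 with the stricter filter, 16 with the table of values, 16 with replicate number as a block, 14 with slide as a block, 14 with only the groups compared and 9 with the treatments of the file names. Of 21 list tests, 17, 19, 18, 19, 21, 21, 18, 21 and 8 were kept in the same order. The 6 GAK changes kept their direction, and stayed above that p, under all 13 alternatives run for each. Leaving out genes that rose at least 2-fold with DMSO gave 224 genes raised in all 3 drug-treated groups. Unless a cause is named, the cause was not tested.

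Under normexp, the genes raised against 0 h numbered 1085 in the arrays labelled luteolin and 9 with DMSO, and those lowered 972 with the label luteolin, 1279 with gefitinib, 800 with both and 11 with DMSO. Against DMSO, 903 were raised and 788 lowered with the label luteolin, 1333 lowered with gefitinib and 749 with both. In all 3 groups 116 were raised, 110 of them among the 237. The growth arrest list changed direction with the label gefitinib (0.29), was no longer under an adjusted p of 0.05 with both (0.61), and the AHR list changed direction with both (0.01). The proliferation list came under an adjusted p of 0.05 with the label gefitinib (-0.46). ARIH1 with the label gefitinib changed sign at 0.00. LEFTY1 with luteolin fell below 2-fold (0.90), and the LEFTY1 interaction came under an adjusted p of 0.05 (1.10).

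Under quantile normalization, 4 genes were lowered with DMSO, EGFR with the label gefitinib was no longer under an adjusted p of 0.05 (0.57 against DMSO), ARIH1 with both drugs (-0.01) and the AHR list with gefitinib (-0.11) changed direction, and the proliferation list with gefitinib came under an adjusted p of 0.05 (-0.51). Of the genes raised in all 3 groups, 199 by number, 190 were among the 237.

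Without the filter, 6846 genes were raised with the label gefitinib, 3 with DMSO, and 0 were lowered with DMSO by limma. EGFR with gefitinib (0.58) and the growth arrest list with both (0.57) were no longer under an adjusted p of 0.05, the growth arrest list with gefitinib changed direction (0.03), and the proliferation list with gefitinib came under an adjusted p of 0.05 (-0.44). With the stricter filter, 1904 genes were lowered with the label gefitinib, and with DMSO 6 were lowered and 0 raised, among fewer genes tested. The growth arrest list with luteolin was no longer under an adjusted p of 0.05 (0.36) and with gefitinib changed direction (0.48).

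The replicate numbers were checked for pairing: over 10 pairs of groups, the differences between replicates correlated across genes between -0.10 and 0.29. In 6 of the 10 pairs the correlation was over 0.1. The main fit did not take the numbers as pairs, and these correlations do not rule out some pairing. With replicate number as a block, EGFR with the label gefitinib was no longer under an adjusted p of 0.05 (0.58 against DMSO), and 232 genes were raised in all 3 groups. The arrays of DMSO and of the labels luteolin and luteolin plus gefitinib lie on the same slides, so slide as a block hardly bears on the comparisons between them. With slide as a block, LEFTY1 with luteolin (2.13 against 0 h), EGFR with gefitinib (0.57) and the MAPK list with gefitinib (-0.33) were no longer under an adjusted p of 0.05, the LEFTY1 interaction changed direction (-0.18), and the cholesterol list (0.84) and the proliferation list (-0.51) with gefitinib came under an adjusted p of 0.05. With DMSO, 2 genes were raised and 1 lowered, and 154 of the genes raised in all 3 groups were among the 237. With only the groups compared, 0 genes were raised and 0 lowered with DMSO by limma, in fits with fewer arrays, where 1217 genes had an unadjusted p under 0.05 in the fit of all arrays.

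With the treatments of the file names, the pairs of arrays change places. Luteolin then had 2386 genes raised against DMSO. Gefitinib had 1629 raised and 1547 lowered against 0 h, and 1423 and 1216 against DMSO. Both drugs had 2859 lowered against 0 h and 2814 against DMSO. EGFR changed direction with luteolin (-1.03 against 0 h and -0.91 against DMSO) and with both (0.46 and 0.58), and with gefitinib it was no longer under an adjusted p of 0.05 (0.29). ARIH1 changed sign with gefitinib (0.04) and both (-0.15), as did the interactions of DGAT2 (-0.07) and LEFTY1 (-5.85). BC089451 (-0.66) and BP871540 (-0.47) with gefitinib changed sign too. Neither was under an adjusted p of 0.05, so only the loss of their rise is shown. The ATF4 (1.99), cholesterol (1.00) and proliferation (-1.99) lists came under an adjusted p of 0.05 with gefitinib, and the cholesterol list with luteolin (0.47), the MAPK list with gefitinib (-0.17) and the ATF4 (0.50) and proliferation (-0.44) lists with both no longer did. The MAPK list changed direction with luteolin (0.19) and both (-0.51), the AHR list with gefitinib (-0.24) and both (0.01), and the growth arrest list with gefitinib (0.46) and both (-0.17).

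Under fry, the Nodal list with gefitinib (0.67) and both (0.38) and the cholesterol list with gefitinib (0.78) came under an adjusted p of 0.05, and the 8 list calls of camera held. With an estimated correlation between genes, 0 of these 8 calls held by camera, where the medians are unchanged by construction: the ATF4 list with luteolin (1.99) and both (0.99), the MAPK list with gefitinib (-0.51), the cholesterol list with luteolin (1.00), the growth arrest list with luteolin (0.46) and both (0.63), and the proliferation list with luteolin (-1.99) and both (-1.04).

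With no minimum fold, the genes raised and lowered against 0 h were 3222 and 2768 with the label luteolin, 6281 and 4421 with gefitinib, and 4780 and 3245 with both. Against DMSO they were 2813 and 2321, 6488 and 4366, and 4943 and 3204. In all 3 groups 678 were raised. At 10-fold the count was 1. The median over the probes of a gene gave 8 genes raised and 11 lowered with DMSO. The 1-sample t-test of the methods, without adjustment, gave 826 raised and 624 lowered genes with the label luteolin, 1081 and 1212 with gefitinib, 598 and 367 with both, 29 and 79 with DMSO, and 5 raised in all 3 groups. After Benjamini-Hochberg adjustment each of these counts was 0. LEFTY1 with luteolin (2.40) and gefitinib (3.31) did not pass this test, and with both (6.30) it passed only without adjustment. Each such test has 1 degree of freedom, which limits its p.

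With each array left out in turn, LEFTY1 with luteolin lay between 1.76 and 3.05 against 0 h, and its interaction between -0.69 and 0.98. EGFR lay between -0.08 and 0.41 with luteolin against 0 h, and against DMSO between 0.55 and 0.62 with gefitinib and between -1.15 and -0.66 with both. ARIH1 lay between -0.12 and 0.20, -0.45 and 0.14, and -0.10 and 0.14 with luteolin, gefitinib and both. The AHR list lay between -0.19 and 0.25 with gefitinib and between -0.45 and 0.13 with both, the MAPK list between -0.63 and -0.27 with gefitinib, and the cholesterol list between 0.69 and 0.80 with gefitinib and between 0.15 and 0.69 with both. The growth arrest list lay between 0.42 and 0.50 with luteolin, -0.21 and 0.04 with gefitinib, and 0.48 and 0.67 with both. With luteolin, 1016 (without replicate 2) to 1706 genes were lowered against 0 h, and against DMSO 912 to 1391 were raised and 723 to 1397 lowered. With both drugs, 1522 (without DMSO replicate 2) to 3246 were raised against DMSO. With DMSO, 3 to 4 were raised and 0 to 4 lowered. In all 3 groups 127 (without luteolin replicate 2) to 317 were raised, and 4242 (without DMSO replicate 2) to 8136 genes had an interaction.

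Signal over background limits LEFTY1, whose folds against 0 h and DMSO are lower limits, and leaves LEFTY2 and NODAL with no value.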

Differences from the paper's values

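The methods name software for the fold changes but give no normalization for these arrays, and the folds below are ratios of mean signals relative to the 75th percentile of each array, against 0 h and on the scale of the paper's. LEFTY1 was not well above background at 0 h, so the folds fitted here are not exact. The mean signals set only lower limits of 4.63, 8.66 and 69.1 for the labels luteolin, gefitinib and both, which leave out the spread between arrays. Under luteolin, the LEFTY1 fold was 5.30, and the paper's value is 77.50. Of the alternatives set before the data were examined, 1 came within 1.5 times the paper's value, the treatments of the file names (78.8). The other 13 did not, and lay between 1.87 (normexp background correction) and 8.28 (without luteolin replicate 1).

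Under gefitinib, the LEFTY1 fold was 9.90, and the paper's value is 5.12. The SD between the arrays labelled gefitinib was 1.18 on the log2 scale, more than the difference between these folds. The treatments of the file names (5.28), normexp background correction (3.46) and leaving out gefitinib replicate 1 (5.54) came within 1.5 times the paper's value, and 11 alternatives did not.

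Under luteolin plus gefitinib, the LEFTY1 fold was 79.0, and the paper's value is 9.90. The treatments of the file names (9.92) and normexp background correction (14.7) came within 1.5 times the paper's value, and 12 alternatives did not.

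The paper ranks luteolin highest for Lefty1, then the combination, then gefitinib. By the sample labels, the log2 changes against 0 h were 6.30 for the combination, 3.31 for gefitinib and 2.40 for luteolin, and the last 2 did not differ detectably (adjusted p = 0.188 from limma). With the treatments of the file names, the order was that of the paper.

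The paper gives more than 30 genes raised by each drug and the combination, and the count of 237 lies above this limit. It fell below it under 3 alternatives set before the data were examined, the 10-fold threshold (1), the 1-sample test of the methods without adjustment (5) and the same test after adjustment (0).

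The paper describes the other raised genes of its own list as not directly related to growth inhibition or apoptosis. Its text gives no threshold for that list, and the members of the list were not compared here. The genes below passed an adjusted p under 0.05 from limma and a 2-fold change, and whether they are on the paper's list is not known. CDKN2B, CDKN1B and PMAIP1 were raised in all 3 drug-treated groups, with log2 changes against 0 h of 4.52, 1.19 and 1.23 in the arrays labelled luteolin, and 17 of the 28 growth arrest and apoptosis genes tested were raised in at least 1 group.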

Other observations

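The tests of a mislabelled sample and of the normalization in this part were chosen after the LEFTY1 values were seen, and the test of olfactory receptor probes was set before its result was seen.

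LEFTY1 rose most in the arrays labelled luteolin plus gefitinib. The normalization does not explain this order, since these arrays led the other drug-treated arrays by at least 2.09 on the log2 scale under the 75th percentile, quantile normalization and normexp background correction. A mislabelled sample is a candidate explanation. Of the 6 ways to assign the 3 pairs of arrays to the 3 treatments, that of the file names came closest to the paper's 3 LEFTY1 folds, with a largest ratio of 1.03 between a fold and the paper's, against 1.93 for the next and 14.6 for the sample labels. The paper's folds may therefore rest on the treatments of the file names. This compares the arrays with the paper's own values and does not show which drug the cells received. It rests on 1 gene, whose 0 h signal was not well above background. The paper also reports duplicate qRT-PCR, which found the Lefty1 rise with luteolin alone and with gefitinib alone, but not with the combination. The arrays show a rise with the combination under either assignment, 79-fold by the labels and 9.92-fold by the file names. The qRT-PCR has no files here, and neither assignment matches it in full.

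The log2 changes against DMSO correlated across 16273 genes well above background on all arrays, which are not independent replicates, at Pearson's r = 0.18 between the arrays labelled luteolin and gefitinib, 0.41 between those labelled luteolin and luteolin plus gefitinib, and 0.45 between those labelled gefitinib and luteolin plus gefitinib (Spearman's rho 0.15, 0.38 and 0.45). Over all genes kept, r was 0.22, 0.42 and 0.49. The changes share the DMSO arrays. In 50 simulated sets, unchanged groups against shared controls correlated at 0.50, with changes of SD 0.28 on the log2 scale where the observed SDs were 0.78, 1.09 and 0.93, and the observed changes shuffled across genes and given a shared control error correlated at 0.05, 0.05 and 0.04.

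Of 10889 probes that were not well above background on any 0 h or DMSO array, 334 became so on both arrays labelled luteolin plus gefitinib (3.07%), as did 147 (1.35%) in those labelled gefitinib and 140 (1.29%) in those labelled luteolin. Genomic DNA or a generally raised background would also bring up olfactory receptor probes. Of 83 such probes 0 did so in either of the first 2 groups, a ratio of 0 to the other probes, but with so few probes this does not differ from the others (two-sided Fisher's exact test, p = 0.185 and 0.631). The outcome written before the value was seen, that olfactory receptor probes would come up at a lower rate (below 50% of that of the others) if this explanation were wrong, was met and would have ruled this explanation out, and it was set to open after the value was seen because of these p-values. Whether these new signals come from the cells or from genomic DNA or a raised background cannot be told apart with 83 probes. Of 26654 probes well above background on all 4 arrays of 0 h and DMSO, 1416 were lost on both arrays labelled gefitinib, 312 on those labelled luteolin plus gefitinib and 269 on those labelled luteolin.

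GAK mRNA did not pass the threshold in any drug-treated group. Its log2 change against DMSO was 0.31 (adjusted p = 0.232 from limma) in the arrays labelled luteolin, 0.18 (adjusted p = 0.418) in those labelled gefitinib and 0.17 (adjusted p = 0.467) in those labelled luteolin plus gefitinib, and a second probe gave 0.28, -0.01 and 0.12. EGFR mRNA changed against DMSO by 0.29 (adjusted p = 0.377 from limma), 0.58 (adjusted p = 0.0493) and -0.91 (adjusted p = 0.0136) in the same order, and its interaction was -1.78 (adjusted p = 0.00356 from limma). Over the alternatives, the adjusted p of EGFR lay between 0.0215 and 0.377 with the gefitinib label and between 0.00616 and 0.0727 with that of both drugs. The RefSeq table places MIR630 inside ARIH1. ARIH1 mRNA changed against DMSO by 0.04, -0.15 and 0.02 (adjusted p = 0.921, 0.597 and 0.948 from limma), and the sign changed under quantile normalization with both drugs and under normexp background correction with gefitinib. A second ARIH1 probe gave 0.06, -0.40 and 0.13.

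Of the lists tested against DMSO with camera, the ATF4 stress response genes were higher in the arrays labelled luteolin, with a median log2 change of 1.99 (adjusted p = 3.97e-08, 13 of 13 genes higher, 12 past the threshold and 13 adjusted over the list alone), and in those labelled luteolin plus gefitinib, with 0.99 (adjusted p = 0.0169, 12 of 13 genes higher, 5 past the threshold and 6 adjusted over the list alone), and were not called in those labelled gefitinib (0.50, adjusted p = 0.326). The cholesterol synthesis genes were higher with the luteolin label (1.00, adjusted p = 3.04e-07, 20 of 20 genes higher, 10 past the threshold over all genes and 10 adjusted over the list alone) and not called with gefitinib (0.78, adjusted p = 0.0791) or both (0.47, adjusted p = 0.161). The growth arrest and apoptosis genes were higher with luteolin (0.46, adjusted p = 0.022, 21 of 28 genes higher) and with both (0.63, adjusted p = 0.0329, 21 of 28 genes higher), and not called with gefitinib (-0.17, adjusted p = 0.599). The MAPK output genes were lower with the gefitinib label (-0.51, adjusted p = 0.0406, 12 of 16 genes lower, 3 past the threshold over all genes and 3 adjusted over the list alone) and not called with luteolin (-0.17, adjusted p = 0.581) or both (median 0.19, mean 0.00, lower by camera, adjusted p = 0.629). The AHR targets were not called (-0.24, 0.01 and -0.15 with luteolin, gefitinib and both, adjusted p = 0.271, 0.982 and 0.161), nor were the Nodal pathway genes (0.38, 0.67 and 0.38, adjusted p = 0.66, 0.865 and 0.271), of which 11 of 15 were tested. With the arrays' own estimate of the correlation between genes, 0 of these calls held. Against 0 h, where camera was not run, the cholesterol median with the luteolin label was smaller (0.52, 2 of 20 genes raised). The MAPK output median with the gefitinib label was also smaller in size (-0.19, 3 genes lowered and 1 raised). These 2 calls therefore depend in part on DMSO as the reference. The ATF4 medians against 0 h were 1.97 with the luteolin label and 0.76 with both. Those of growth arrest and apoptosis were 0.42 and 0.44. No biological explanation of these list changes was tested.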
